# Gene body demethylation increases expression and is associated with self-pruning during grape genome duplication

**DOI:** 10.1038/s41438-020-0303-7

**Published:** 2020-06-01

**Authors:** Luming Zou, Wenwen Liu, Zhan Zhang, Everard J. Edwards, Elias Kirabi Gathunga, Peige Fan, Wei Duan, Shaohua Li, Zhenchang Liang

**Keywords:** DNA methylation, DNA methylation

## Abstract

A colchicine-induced autotetraploid grapevine exhibiting potentially valuable agronomic traits for grape production and breeding, including self-pruning, was identified. This study investigated DNA methylation variation and its role in gene expression during self-pruning in the autotetraploid grapevine. We used RNA-Seq to estimate differentially expressed genes between diploid and autotetraploid grapevine shoot tips. The genes showing increases in the autotetraploid were mainly related to stress response pathways, whereas those showing decreases in the autotetraploid were related to biological metabolism and biosynthesis. Whole-genome bisulfite sequencing was performed to produce single-base methylomes for the diploid and autotetraploid grapevines. Comparison between the methylomes revealed that they were conserved in CG and CHG contexts. In the autotetraploid grapevine, hypodifferentially methylated regions (DMRs) and hyper-DMRs in the gene body increased or decreased gene expression, respectively. Our results indicated that a hypo-DMR in the *ACO1* gene body increased its expression and might promote self-pruning. This study reports that hypo-DMRs in the gene body increase gene expression in plants and reveals the mechanism underlying the changes in the modifications affecting gene expression during genome duplication. Overall, our results provide valuable information for understanding the relationships between DNA methylation, gene expression, and autotetraploid breeding in grape.

## Introduction

Polyploidy or whole-genome duplication (WGD) has been proposed to be one of the primary forces in plant evolution^1^. A previous study suggested that more than one WGD event occurred prior to the diversification of angiosperms and that this phenomenon contributed to the current dominance of seed plants^2^. This process of genome duplication that occurred at least several million years ago is referred to as paleopolyploidization. Most paleopolyploid plants underwent a subsequent process of diploidization, during which they lost their polyploidy, and secondary diploid-like genome was restored. This process results in the loss of some duplicated genes^3^. Following WGD, various processes can affect gene function and transcription. For example, the shuffling of regulatory sequences can change the expression patterns of duplicated genes, leading to sub-functionalization, and the shuffling of the functional domain sequence in a duplicated gene can change its function, leading to neo-functionalization^4^. However, dosage-sensitive genes, such as the circadian clock genes of *Brassica rapa*^5^, and transcription factors^6^ are retained during dipolyploidization.

Neo- (or recent) polyploids maintain two or more parental genomes and can be divided into two main categories: autotetraploids and allopolyploids. Autopolyploids contain more than one genome from the same species, originating from an intraspecies WGD event^7^. The interspecies hybridization of autotetraploids generates allopolyploids. Polyploidy presents advantages in allowing changes in gene function, thus avoiding limitations on evolutionary selection due to the presence of multiple gene copies^8^. Polyploidy can also be introduced artificially, and this process is increasingly being employed in agricultural production and breeding^9^.

There are many methods that can be used to induce artificial polyploids^10–12^. Colchicine induction is one of the most effectively used methods for obtaining polyploids^9^. Artificial polyploids typically exhibit greater variation in morphology than diploids and can be used in industrial applications or as valuable breeding material. In some cases, polyploidy increases the synthesis of metabolites that benefit humans. For example, the production of podophyllotoxin^12^, tropane alkaloids^13^, and methoxylated flavones^14^ is increased in tetraploid *Linaceae*, *Hyoscyamus niger*, and *Labiateae*, respectively.

In addition, the plant organs of polyploids are often enlarged, which can also confer agronomic benefits. Fruit size^15^, the number of spikelets^16^, and leaf area^17^ are increased in autotetraploid mulberry, *Paspalum plicatulum*, and birch, respectively. In our laboratory, we have found many morphological variations in colchicine-induced autotetraploid grapevine.

In perennial horticulture, pruning is often essential to maintain production, ensure vegetative/reproductive growth balance, and maximize fruit quality. However, pruning is associated with a high labor cost. The abscission of plant organs such as leaves, fruits, and flowers occurs naturally if they are mature or unnecessary for the plant. Conversely, self-pruning is a type of abscission that occurs at the shoot tip. Self-pruning has been observed in citrus, chestnut, and tomato^18–20^. Self-pruning is also found in grapevines, as described in this study, and can increase horticultural production efficiency if utilized effectively to reduce manual pruning.

As generally observed in the abscission of plant organs, an abscission zone (AZ) is required for self-pruning to occur^18^. The plant hormone balance plays an important role in plant organ abscission. Ethylene triggers AZ formation, whereas auxin suppresses abscission in many plants^21,22^. A decline in auxin increases the ethylene response and subsequently promotes AZ differentiation^23^. During abscission, ethylene increases the expression of an ACC oxidase (*ACO*) gene and the activity of *ACO* while inhibiting the transportation of auxin^24^. In the current study, the expression of the *ACO1* gene was found to increase during self-pruning in the autotetraploid grapevine shoot tip.

DNA methylation plays an important role in the development of a plant phenotype^25^. Gene-associated DNA methylation can occur in the promoter and/or within the transcribed gene body (including both introns and exons). Increasing DNA methylation in the promoter usually decreases gene expression by inhibiting transcription factors and binding repressors^26^. In addition to the effect of the promoter methylation state, recent studies have revealed that gene expression levels are positively correlated with the gene body methylation status in human cell lines^27^.

Genomic structural and epigenetic changes have commonly been observed in newly induced polyploids^3^. However, few studies have revealed the relationship between epigenetic changes and gene expression variation in artificial polyploids^28^.

In the present study, a colchicine-induced autotetraploid grapevine was found to show reduced lateral shoot growth and a self-pruning morphology. We detected DNA methylation variation by whole-genome bisulfite sequencing (WGBS) and investigated its role in gene expression modification and self-pruning. We found that differentially methylated regions (DMRs) in the gene body were correlated with changes in gene expression. For example, a hypo-DMR in the gene body of *ACO1* resulted in a fourfold increase in expression. This upregulation of *ACO1* might increase the release of ethylene and lead to self-pruning in this autotetraploid grapevine. We also report that DMRs in the gene body were negatively correlated with gene expression. These observations provide valuable information revealing the relationship between gene body DNA methylation variation and gene expression. Self-pruning in this autotetraploid grapevine is expected to contribute to grape breeding and production in the future.

## Results

### Morphological differences between the diploid and the autotetraploid

‘Jingyanjing’ (2×) grapevine is a typical *Vitis vinifera* diploid accession. Considerable differences in shoot growth were observed between 2× and the autotetraploid (4×) (Fig. 1, Figs. S1 and S2). The branches of 2× continued to grow (Fig. 1a), and its axillary buds developed into new branches in the growing season (Fig. S1). In contrast to those of 2×, more than 80% of the axillary buds of 4× did not burst (Fig. S1e) or did not grow into a complete branch due to tip abscission (Fig. S1F–H). Surprisingly, the terminal buds of 4× also ceased growth, then changed from green to yellow and gradually became brown and abscised (Figs. 1c and S2). The 4× plants were propagated from at least five lines and showed the same morphology. However, this phenotype was not observed in the other grapevines.

**Fig. 1:**
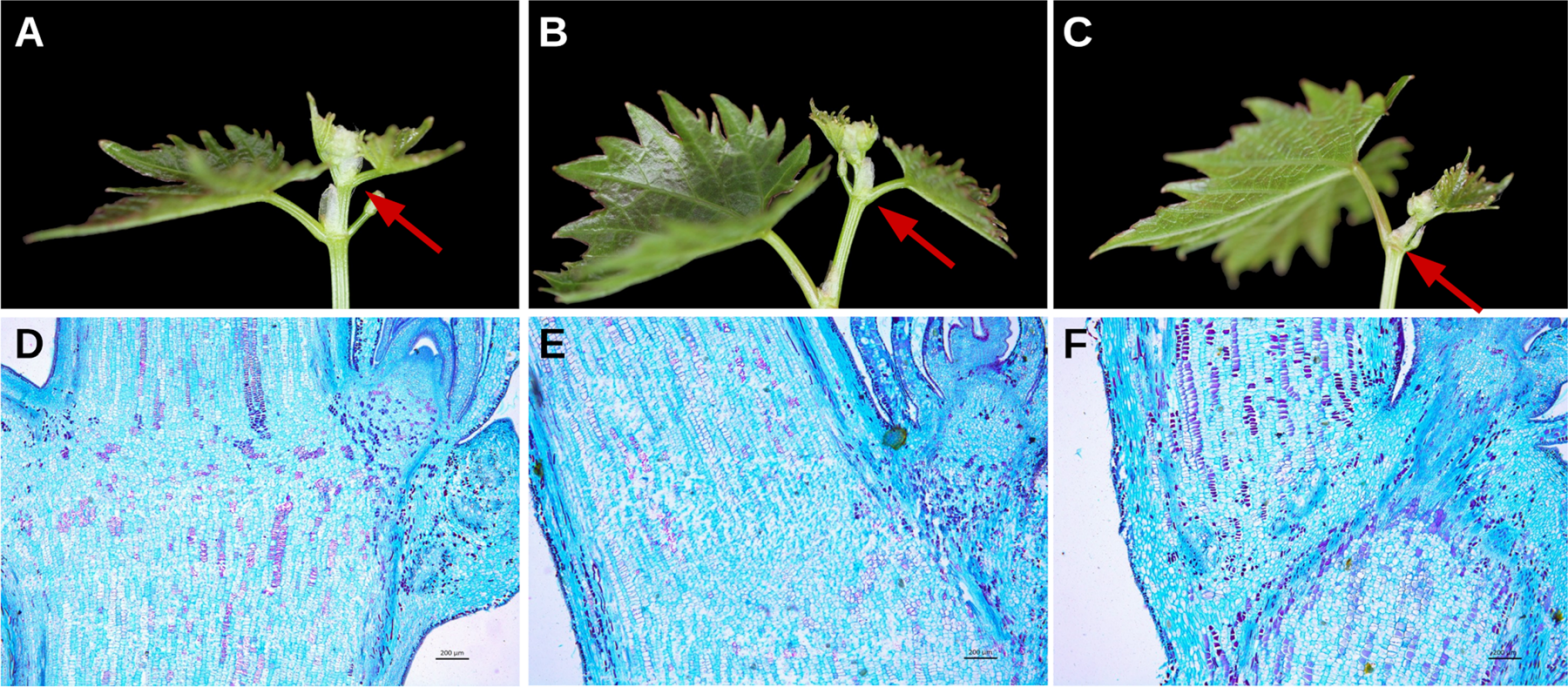
Tips of ‘Jingyanjing’ and its autotetraploid. Normal growing tips of (**a**) ‘Jingyanjing’ (2×), its (**b**) autotetraploid (4×), and creased growth tip of (**c**) 4×. Red arrows point out the parts shown in their longitudinal sections in the row below. The anatomical structures of (**d**) 2× and (**e**) 4× were not significantly different. **f** Abscission zone clearly appeared in the section of the 4× tip with ceased growth

Anatomical structure analysis revealed that the stem comprised four parts (Fig. 1d–f). The epidermis contained a single layer of small-round cells constituting the outermost layer of the stem. Under the small-round cells were round cortex cells, which were larger than epidermis cells but smaller than pith cells. The vascular bundles contained shuttle-shaped phloem cells in the outer region, and the inner xylem cells were arranged in a ring. The space in the cortex and around the vascular bundles was filled with large pith cells. The vascular bundles extended along the epidermis of the stem and petiole to the terminal buds and leaves (Fig. 1d, e). In the 4× grapevine, the AZ appeared at the base of the terminal bud and led to the cessation of the growth of the terminal bud as a result of the vascular bundles extending to the terminal bud being interrupted (Fig. 1f).

### Differentially expressed genes between 2× and 4×

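RNA from terminal buds of the diploid grapevine ‘Jingyanjing’ (2X) and of the autotetraploid that colchicine induced from it (4X) was sequenced in 3 libraries for each ploidy. Each library was a biological replicate pooled from the buds of several vines, collected about a week before the 4X buds abscised. The authors trimmed the reads, and aligned them with TopHat to the V. vinifera genome and its annotation. They deposited a table of FPKM for each gene and library, that is fragments per kilobase of transcript relative to the mapped fragments of the library. The paper's text does not name the version of the annotation, and it does not state whether the libraries were scaled against each other, so the FPKM values were used as deposited. The paper's mapping table lists 21069217, 21592471 and 20743096 mapped read pairs for 2X replicates 1, 2 and 3. For 4X replicates 1, 2 and 3 the paper lists 21768548, 22304467 and 21761102 pairs. The FPKM table holds no counts, so the number of reads behind each value is unknown and no interval for counting error is given. The FPKM of all genes summed to between 1028187 and 1125409 per library, and between 17816 and 18058 genes per library had at least 1 FPKM. Of the 29971 genes listed, 6728 were at 0 in all 6 libraries. Genes are listed by VIT identifiers without names, and the names used here are those of the paper's supplementary tables. Expression was compared on the scale of log2(FPKM + 1) with limma, a linear model fitted gene by gene that shares information on variance between genes. The test was two-sided with a trend of variance on expression, and p was adjusted by the Benjamini-Hochberg method over the genes tested. These were the 18119 genes with a mean of at least 1 FPKM over the 6 libraries, which is the paper's limit for an expressed gene. A gene was called when its adjusted p was under 0.05. Log2 fold changes give 4X over 2X on this scale, with the standard error (SE) of the model, and ratios are of the mean FPKM. For a single gene, an exact permutation test of 3 libraries against 3 cannot go below a two-sided p of 0.1.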

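The squared Pearson correlation (R2) of log2(mean FPKM + 1) between 2X and 4X was 0.984 across all genes listed. It is a correlation across genes, which are not independent replicates, so no p is given. Untransformed FPKM moved it most, to 0.930, and it was 0.959 over the genes tested. Leaving out 4X replicate 1 gave 0.976. Between single libraries R2 ranged from 0.977 to 0.985 within 2X, from 0.965 to 0.981 within 4X and from 0.966 to 0.978 between the ploidies. The lowest of these was between 4X replicates 1 and 2, and the highest between ploidies, 0.978, was between 2X replicate 2 and 4X replicate 1. In a principal component analysis of the genes tested, PC1 carried 38.1% of the variance, and the 2X libraries lay between -22.8 and -18.6 on it. On the same component 4X replicates 2 and 3 lay at 39.9 and 37.1, whereas 4X replicate 1 lay at -15.6. PC2 carried 21.4% of the variance, and 4X replicate 1 lay at 39.3 on it. The place of each library was also measured on genes chosen without it, where 0 stands for the mean FPKM of the 2X libraries and 1 for that of the 4X libraries. For 49 genes at least 1 log2 unit higher in every other 4X library than in any 2X library, 4X replicate 1 had a median place of 0.788. For 179 genes chosen in the same way as lower, its median place was 0.196 (95% bootstrap interval over genes, 0.113 to 0.298). For 4X replicates 2 and 3 the median places were 0.618 and 0.854 over 52 and 38 higher genes, and 1.06 and 1.08 over 18 and 14 lower genes. There 4X replicate 1 helped to choose the genes and to set the mean of 4X, so these places are not directly comparable with its own. 4X replicate 1 was thus near 2X for most genes that were lower in the other 4X libraries, and a mean of 4X at such a gene holds this library as well.

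**Figure D1:**
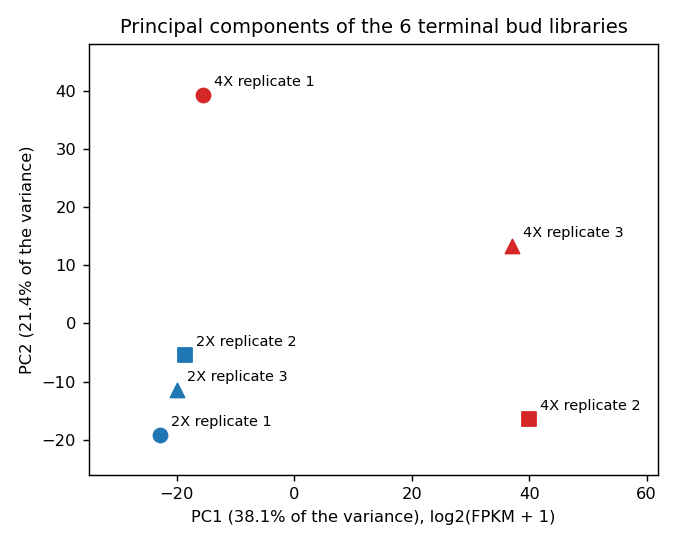
Principal component analysis of log2(FPKM + 1) over the genes tested, with each point a library, PC1 on the horizontal axis and PC2 on the vertical axis (component scores). The 3 libraries of 2X lie close together, and 4X replicate 1 lies at -15.6 on PC1, away from 4X replicates 2 and 3 at 39.9 and 37.1.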

The gene expression values in 2× and 4× were significantly highly correlated (Fig. S3A, *R*^2^ = 0.969, *P*_fdr_ < 2.2e^−16^). Comparison of the gene expression values between 2× and 4× revealed that 572 genes showed significant decreases, while 594 genes showed significant increases (*n* = 3, *P*_fdr_ < 0.05, Fig. S3B). In addition, 17,371 genes were not differentially expressed between the 2× and 4× grapevine terminal buds (non-diff genes), and 11,434 were not expressed in the buds (FPKM < 1, Fig. S3B).

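Of the genes tested, 11 were called higher and 5 lower in 4X by limma, whereas the paper identified its genes with Cufflinks, a test that needs the reads and was not run here. At an unadjusted p under 0.05, 1411 genes were higher and 1183 lower. Every 4X library lay above every 2X library in 2029 genes and below in 1604, together 20.1% of the genes tested, where chance gives 10%. The median log2 fold change of all genes tested was 0.01. Array weights, which give each library its own weight and were chosen after seeing the data, moved the counts most, to 2271 higher and 1988 lower, with 84.3% of the weight of 4X on replicate 3. Leaving out 4X replicate 1 gave 185 genes called higher and 569 lower, and the 16 genes called with all 6 libraries were among these. With any other library left out, at most 2 genes were called higher and at most 1 lower. The genes with the largest log2 fold changes among those called were VIT_13s0064g00240 and VIT_16s0098g00860 for the increases and VIT_15s0107g00120 and VIT_16s0013g00980 for the decreases. VIT_13s0064g00240 was listed at 0 in all 3 libraries of 2X and at 8.41, 15.0 and 6.22 FPKM in 4X replicates 1, 2 and 3 (adjusted p = 0.0388 from limma). At 87 genes in the table some libraries were at exactly 0 while every other library had at least 5 FPKM, and such values occurred in libraries of both ploidies. VIT_16s0013g00980 had 17.1 ± 5.10 FPKM (SD, n = 3) in 2X and 1.80 ± 0.585 FPKM (SD, n = 3) in 4X, a log2 fold change of -2.67 (SE 0.25, adjusted p = 0.0388 from limma). It lies in a run of neighbouring genes on chromosome 16 that were lower in 4X together. Over the alternatives its adjusted p ranged from 0.00320 to 0.198, and it was over 0.05 with any library but 4X replicate 1 left out. The adjusted p of VIT_13s0064g00240 ranged from 0.00335 to 0.195, and it was over 0.05 with any 2X library or 4X replicate 3 left out.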

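In the FPKM table 18442 genes had a mean of at least 1 FPKM in 2X or in 4X. Among the 18119 genes tested, 18103 were not called by limma. With the untested genes of the 18442 counted as not called, the number was 18426, and without 4X replicate 1 it was 17688. In simulated data with as many genes as were tested and 3 libraries per group, limma recovered 89.7% of the genes changed by 2 on the log2 scale, and 4.68% of its calls were false. In the real data 90 of the genes tested had a ratio of at least 4 and 54 a ratio of at most 0.25. Of these, 6 and 3 were called, so the simulated share cannot be carried over to the real data. A mean below 1 FPKM in both ploidies was found for 11529 genes. Counting the genes below 1 FPKM in every library moved the number most, to 10898, and a mean over the 6 libraries gave 11852. The number ranged from 11457 to 11544 with each library left out in turn.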

The genes showing increases in 4× were enriched in 49 significant Gene Ontology (GO) terms, whereas the genes showing decreases in 4× were enriched in 33 significant GO terms (*P*_fdr_ < 0.05) (Fig. 2a and b, Table S4). As shown in Table S4, the greatest proportion of genes showing increases in 4× were involved in biological processes, including the response to biotic stresses (e.g., drought) and abiotic stresses (e.g., fungal attacks), and were more significantly enriched (Fig. 2a). 

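The supplementary table of GO terms lists the genes behind each term, and in the copy used here the gene list of some terms is truncated. Of 45 terms for the increased genes in this copy, 40 are biological processes, and 34 have a complete list. These complete lists hold 113 genes together. The mean FPKM was higher in 4X for all 113 genes, and 109 of them were tested. Of the 113 genes, 74 had every 4X library above every 2X library, where chance gives 10% of genes with groups apart in either direction. The median log2 fold change was 0.73. At an unadjusted p under 0.05 there were 84 genes, and 4 were called by limma. Since the lists were taken from genes that the study called on these libraries, their direction is not independent evidence. By library, the median log2 difference from the 2X mean was 0.71, 0.69 and 0.88 in 4X replicates 1, 2 and 3. With 4X replicate 1 left out, 30 genes were called, and with any other library left out none was. Among the terms, the 22 genes of immune system process had a median log2 fold change of 0.60, and 14 had their groups apart. The 13 genes of dioxygenase activity, a molecular function, had a median of 1.21, and 2 of them were called.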

The dominant GO terms among the genes showing decreases in 4× were biological metabolism and biosynthesis. 

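For the decreased genes the copy holds 27 terms, of which 17 are biological processes and 13 have a complete gene list, with 71 genes together. All 71 had a lower mean FPKM in 4X. In 41 of them every 4X library was below every 2X library, against the 10% that chance sets apart in either direction. The median log2 fold change of the 71 genes was -0.68, and 70 of them were tested. At an unadjusted p under 0.05 there were 54 genes, but 0 were called, and the smallest adjusted p was 0.0573 from limma. The decrease was smaller in 4X replicate 1, with a median of -0.27, than in 4X replicates 2 and 3, with -0.78 and -0.95. With this library left out 47 genes were called. These lists too were chosen by the study on the same libraries and are not independent evidence. The lists of the terms on transcription, gene expression and RNA metabolism are truncated and were not summarised. Among complete lists, cell wall organization held 17 genes with a median log2 fold change of -0.68, and 10 of them had their groups apart.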

Some sub-GO terms were correlated with the regulation of transcription, gene expression, and RNA metabolism. Others were correlated with the regulation of nitrogen compound metabolism, macromolecule biosynthesis, and cellular metabolism (Fig. 2b).

**Fig. 2:**
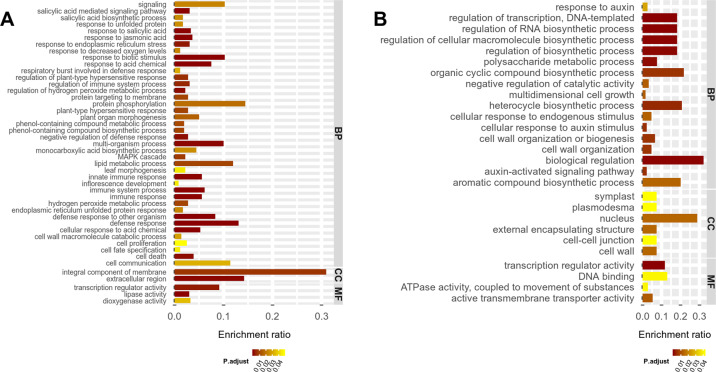
GO enrichment for differentially expressed genes. The significance and enrichment ratio for GO terms involved in 4× increased (**a**) and decreased (**b**) genes

### Single-base resolution maps of DNA methylation for 2× and 4×

To examine the potential role of DNA methylation in WGDs, we performed WGBS for both the 2× and 4× grapevine tips. This process generated 72.9 and 67 million paired-end reads for 2× and 4×, respectively. The reads were then mapped to the *V. vinifera* genome. The average depths at cytosine sites were 12.86× and 11.88× in 2× and 4×, respectively. The 2× and 4× grapevines showed similar read coverage distributions in each context (Fig. S4D). The detected cytosine rates for 2× and 4× were 67.18% and 66.45%, respectively (Table S5).

We identified 22.34 and 21.11 million methylcytosines (mCs) from the total WGBS reads in the 2× and 4× grapevines, respectively (Fig. S4A). The largest proportion of mCs were in CHH context (13.67 and 12.75 million for 2× and 4×, respectively, Fig. S4B). The methylation rates of 2× and 4× in the CHH context were 16.5% and 15.57%, respectively (Fig. S4C). The second highest proportion of mCs were in CG context (4.45 and 4.3 million for 2× and 4×, Fig. S4B), which presented the highest methylation rates (34.21% and 33.42% in 2× and 4×, respectively, Fig. S4C). The numbers of mCs in the CHG context were 4.22 and 4.05 million in 2× and 4×, respectively (Fig. S4B), and the corresponding methylation percentages were higher than 30 (Fig. S4C).

### The autotetraploid grapevine methylome was conserved relative to that of its diploid parent

mC densities were calculated against 50 kb tiled bins in the genome. The 2× and 4× grapevines presented similar mC density and average methylation level distributions. The intergenic regions showed higher methylation densities and average methylation levels compared with the gene regions (Fig. S5).

The gC densities ranged from 0.1 to 0.5, whereas the total mC densities ranged from 0 to 0.14. Although the mC densities in each context showed a similar range, the counts of bins that presented higher mC densities were greater in CHH than in CHG and CG contexts. Additionally, a large proportion of bins presented low mC densities in CG and CHG (Fig. S6). The total mC densities were significantly correlated in 2× and 4×, and they were also significantly correlated in each context. The mC densities were not correlated with the gC densities (Fig. S7).

The average methylation levels in different contexts showed similar distributions between 2× and 4× (Figs. S5B and S7). The average levels of total mC for both 2× and 4× reached 7% (Fig. S8). mCs in the CG context presented the highest average methylation levels, reaching 3.5% (Fig. S8), followed by those in the CHG context, reaching 3%. Most of the average methylation level values were below 1% (Fig. S8), and mCs in the CHH context showed the lowest average methylation levels, of less than 1.5% (Fig. S8). The average mC levels were significantly correlated between 2× and 4× (*R*^*2*^ > 0.99, *P* < 2.2e-16) (Figs. S5B and S9).

### Methylome variation between ‘Jingyanjing’ and its autotetraploid

The total mCs of 2× and 4× were highly correlated in terms of both methylation levels and mC positions (*R*^*2*^ > 0.9) (Fig. 3). The mCs in 2× and 4× were also highly correlated in CG and CHG contexts, and the correlation coefficients were higher than 0.9 for CG (Fig. 3) and between 0.85 and 0.9 for CHG (Fig. 3). However, mCs in the CHH context were not correlated (Fig. 3).

**Fig. 3:**
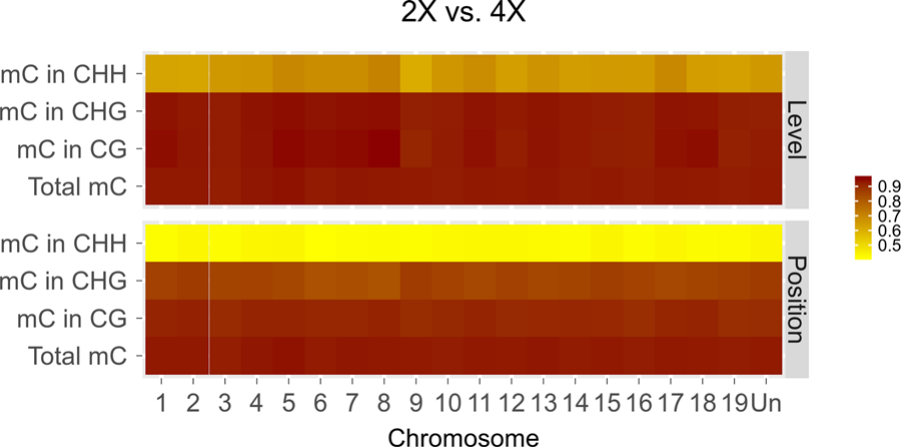
Heatmap of the correlation coefficient of mC levels and mC positions between diploid and autotetraploid. The *x*-axis refers to each chromosome, and the *y*-axis refers to total mC and mC in CG, CHG, and CHH, respectively

The methylome showed a large variation between 2× and 4×, with a variance of 46.87 (Fig. S10). The variance in the mCs exhibiting an increased methylation level (24.6%) was larger than that in the mCs exhibiting a decreased methylation level (22.3%) (Fig. S10). The mCs showed the greatest variation in the CHH context, and the variances in the mCs presenting increased and decreased methylation levels in this context were 10% and 8.89%, respectively. The variance of the mCs showing both increasing and decreasing methylation levels in the CHH context with a change of more than twofold exceeded 2% (Fig. S10). The second highest variation was observed for the mCs in the CHG context, where the variances of the mCs exhibiting increasing and decreasing methylation levels in the CHG context were 7.42% and 6.87%, respectively. The variances in the mCs showing increased and decreased methylation levels in the CHG context with a change of more than twofold were all ~1% (Fig. S10). Our results showed that the variation of mCs in the CG context was the smallest. The variances of the mCs showing increased and decreased methylation levels in this context were 7.1% and 6.5%, respectively. However, there only 0.36% of increased mCs and 0.3% of decreased mCs in the CG context showed a change of more than twofold (Fig. S10).

### Distribution of DMRs

We identified 1.14 × 10^5^ DMRs, 41 and 6 of which were in CG and CHG contexts, respectively (Table S6). This result indicated the high conservation of whole-genome methylation in CG and CHG contexts during WGD. The DMRs showing increased and decreased methylation levels presented similar length distributions, and more than 80% of the DMRs were less than 200 bp (Fig. S11). The count percentage of DMRs that were located in gene regions were 55.3. The DMRs with increased and decreased methylation levels also showed similar location distributions in gene regions (Fig. S12). The percentages of DMR-containing genes were 67.51, 66.96, 70.65, and 56.19 for the 4×-increased, 4×-decreased, non-differentially expressed and non-expressed genes, respectively.

### Gene body hypo-DMRs increased gene expression in 4X

All the genes were divided into four groups according the types of their DMRs (hyper, hypo-, both hyper- and hypo-DMRs, and no-DMR). These four groups of genes showed similar expression patterns (Fig. S13). Figure 4 shows the relationship between the fold changes of the DEGs (≥4-fold change) and their DMRs. 

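In the paper's table of strongly changed genes with DMRs in the gene body, 6 genes have only a hypo-DMR. They are VIT_06s0004g02060, GLIP1 (VIT_09s0002g00540), VIT_04s0069g00010, ACO1 (VIT_11s0016g02380), VIT_16s0098g00860 and VIT_18s0001g04280. The methylation values are not analysed here, and the DMR class of each gene is the paper's. The log2 ratio of mean FPKM, 4X over 2X, had a median of 2.85 over these 6 genes. Among the genes called by limma, 6 had a ratio of at least 4, and 5 of these are not in the paper's table, with a median log2 ratio of 2.49. Leaving out 4X replicate 1 raised the 6 genes to 28, and with any other library left out there were at most 2. The difference of the medians was 0.37 (two-sided exact Mann-Whitney test across genes, p = 0.792). Genes are not independent replicates, and 1 of the 5 other genes is listed at 0 in 2X, so that it ranks above the rest without a finite ratio. When all 87 other genes with a ratio of at least 4 and a mean of at least 1 FPKM were compared, called or not, the difference was 0.11 (permutation test of the rank sum, p = 0.717). Of these 87 genes, 27 were listed at 0 in 2X and rank above every finite ratio. The limit of 1 FPKM was set for the other genes only. Of the hypo-DMR genes, GLIP1, VIT_04s0069g00010 and VIT_18s0001g04280 lie below it. The groups are therefore not matched in expression level, and the tests here do not decide their order. Leaving out 4X replicate 1 gave 25 other called genes and a difference of 0.25 (permutation test, p = 0.506). Among increased genes, the paper's supplement does not mark any as having only a hyper-DMR or no DMR, so all genes outside the table stand in for them.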

Among the genes showing increases in 4×, hypo-DMRs in the gene body were associated with a higher gene expression fold change than was observed in the hyper-DMR, no-DMR, and randomly selected genes (Fig. 4). Among the genes showing decreases in 4×, hyper-DMRs in the gene body were associated with a higher gene expression fold change than was observed in the hypo-DMRs, no-DMR, and randomly selected genes (Fig. 4). 

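Among the genes called lower by limma, 3 had a ratio of mean FPKM of at most 0.25, and this number was 105 without 4X replicate 1 and at most 1 without any other library. The paper's table lists 3 decreased genes, VIT_13s0067g02720 and VIT_15s0107g00120 with both kinds of DMR and VIT_14s0066g00060 with a hyper-DMR. Their log2 ratios ranged from -3.50 to -2.47, with a median of -3.41. The 2 called genes with such a ratio outside the table had a median of -2.97. The 51 genes outside the table with a ratio of at most 0.25 and a mean of at least 1 FPKM, called or not, had a median of -2.87, and 23 of them were listed at 0 in 4X. No test was run on this comparison, since only 1 of the 3 genes has a hyper-DMR alone. The log2 ratio of -3.50 belongs to VIT_13s0067g02720 and rests on 2X replicate 3, the library that holds most of its expression, and without that library it is 0.81. The value of -2.47 is that of VIT_14s0066g00060, which lies 0.40 above the median of the 51 genes. The 23 genes at 0 rank below every finite ratio and pull that median down. A 0 in this table is not always a sign of low expression, and no comparison was made without these genes. Without 4X replicate 1 the log2 ratio of VIT_14s0066g00060 is -4.29, which lies 1.28 below the median of the 159 other genes chosen in the same way. Without 2X replicate 2 its difference from the median of 44 such genes is -0.07. The order of the hyper-DMR gene and the other genes thus depends on single libraries, and the genes at 0 leave it open.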

In the upstream and downstream regions and whole genes, the four groups of genes showed no differences in gene expression fold changes (Fig. 4).

**Fig. 4:**
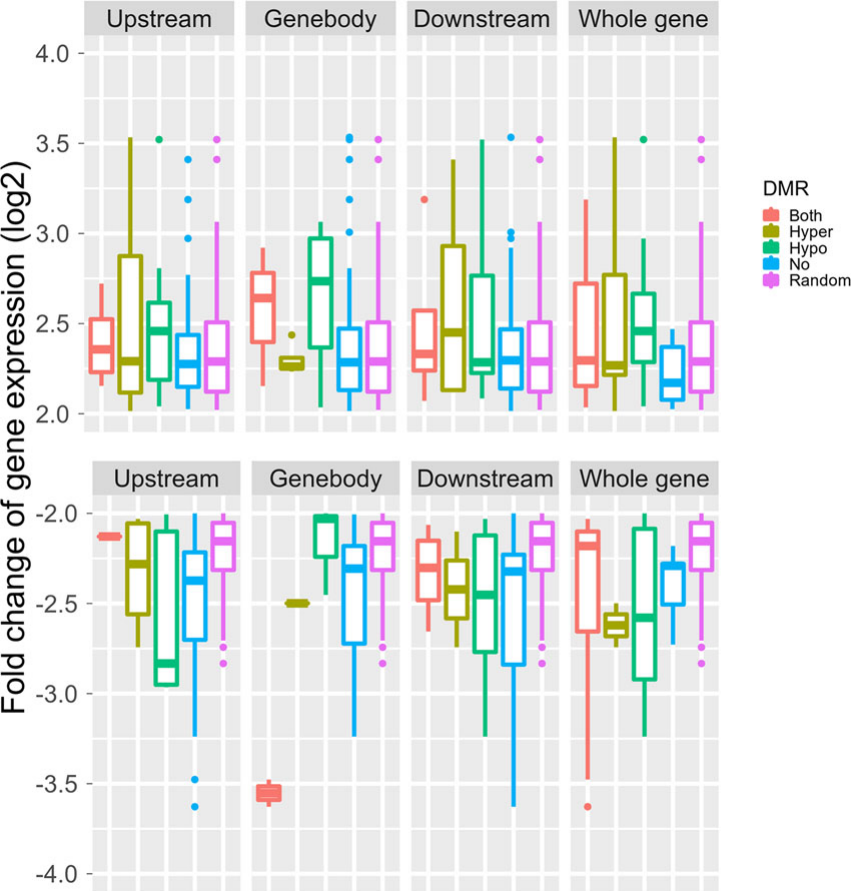
Relationship between DMRs and fold change of genes. Boxplot depicting log2-fold change in differentially expressed genes (≥4-fold change) and their DMRs in each and whole gene region. A group of randomly selected genes is also shown (random)

The expression levels of twelve genes containing hypo- and/or hyper-DMRs in their gene body were increased or decreased more than fourfold in 4× (Table S7). 

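For each of the 12 genes of the paper's table the mean FPKM changed in the direction the paper gives. In 10 of them the libraries of the ploidies did not overlap, whereas chance sets 10% of genes apart. Only 6 of the 12 had a mean of at least 1 FPKM over the 6 libraries and were tested, and 2 of these were called by limma. Adjusted over the list alone, 5 of the 6 passed an adjusted p of 0.05, but the study chose the list on these libraries, so this is not independent evidence. With all genes tested regardless of their level, 10 of the 12 had an unadjusted p under 0.05, 0 were called, and 10 passed when adjusted over the list alone. The genes called were VIT_15s0107g00120 and VIT_16s0098g00860. VIT_15s0107g00120, which the paper describes as a floral repressor of the thermosensory pathway, had 14.0 ± 1.72 FPKM in 2X and 1.31 ± 0.822 FPKM in 4X (SD, n = 3). Its log2 fold change was -2.75 (SE 0.26, adjusted p = 0.0388 from limma). VIT_16s0098g00860, which the paper describes as a putative 2OG-Fe(II) oxygenase, had 2.76 ± 0.822 FPKM in 2X and 23.2 ± 8.30 FPKM in 4X (SD, n = 3). Its log2 fold change was 2.65 (SE 0.27, adjusted p = 0.0413 from limma). Neither gene was called when any library other than 4X replicate 1 was left out, and the adjusted p of both reached 0.203 over the alternatives. With 4X replicate 1 left out, 5 of the 12 genes were called, among them the hyper-DMR gene VIT_14s0066g00060 (adjusted p = 0.00870 from limma, against 0.173 with all libraries). Over the alternatives the adjusted p of this gene ranged from 0.00627 to 0.496. In 4X replicates 1, 2 and 3 it had 5.85, 1.06 and 0.305 FPKM, against 13.4 ± 4.64 FPKM (SD, n = 3) in 2X. The decrease of VIT_13s0067g02720 rested on 2X replicate 3, with 5.54 FPKM against 0.0566 and 0.137 FPKM in the other 2X libraries. Without that library its log2 fold change was 0.09 instead of -0.77. VIT_18s0001g04280 was listed at 0 in 2X replicate 1, and in 4X it had 0.0245, 0.757 and 2.27 FPKM in replicates 1, 2 and 3. The DMR genes below the limit of 1 FPKM were VIT_03s0097g00110, GLIP1, VIT_14s0066g02670, VIT_04s0069g00010, VIT_14s0066g02680 and VIT_18s0001g04280.

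**Figure D2:**
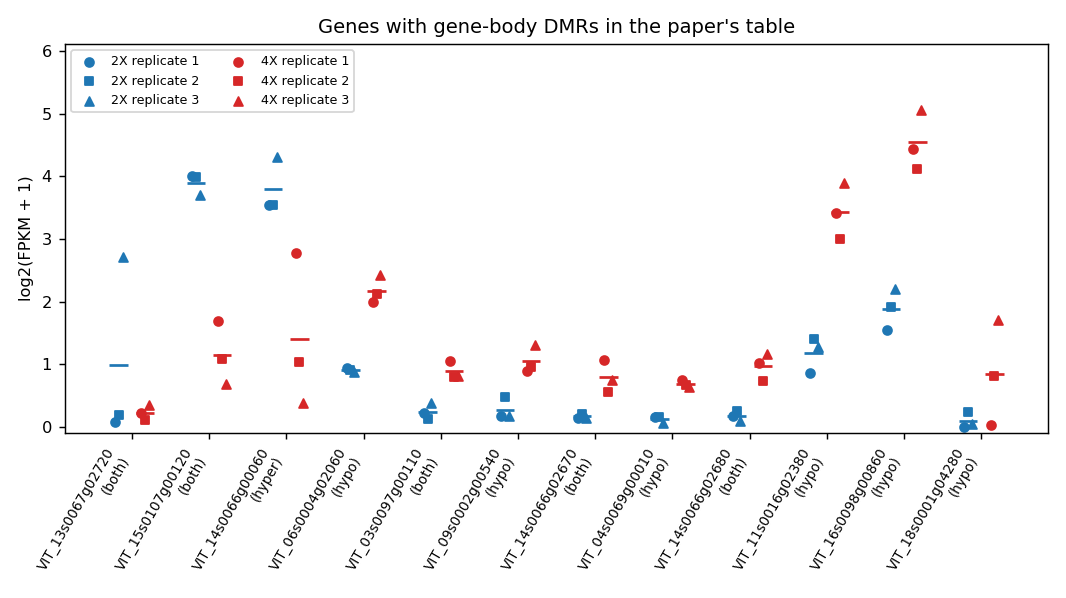
Expression of the 12 genes of the paper's table, as log2(FPKM + 1) on the vertical axis, with each point a library, each bar the mean of 3 libraries and the DMR class under each identifier. In 10 of the genes the libraries of 2X and 4X do not overlap, and the single 2X point above its group at VIT_13s0067g02720 is 2X replicate 3 with 5.54 FPKM.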

Among the three genes showing decreases in 4×, two contained both hypo- and hyper-DMRs, and one contained only a hyper-DMR. Additionally, six of the nine genes showing increases in 4× contained only hypo-DMRs, and the other three contained both hypo- and hyper-DMRs (Table S7). Surprisingly, an ACC oxidase (*ACO1*) was included in these genes showing increases in 4× (Fig. 5e).

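ACO1 (VIT_11s0016g02380, chromosome 11 by its identifier) encodes an ACC oxidase, the enzyme that makes ethylene from its precursor. Its expression was 1.30 ± 0.439 FPKM (SD, n = 3) in 2X and 10.2 ± 3.52 FPKM (SD, n = 3) in 4X. The ratio of the means was 7.87, and the paper's reported fold change in its table is 7.85. Every 4X library was higher than every 2X library (exact permutation test, p = 0.1). The log2 fold change was 2.26 (SE 0.26), and the adjusted p was 0.0573 from limma, above the threshold of 0.05. Leaving out 4X replicate 1 gave a log2 fold change of 2.27 and an adjusted p of 0.0190 from limma, and this was the only library whose removal led to a call. The adjusted p ranged from 0.00335, with array weights chosen after seeing the data, to 0.260 over the alternatives, and the log2 fold change from 2.03 to 2.48 with each library left out in turn. Actin (VIT_04s0044g00580), the reference gene of the paper's qPCR, was not called, with a log2 fold change of -0.15 (SE 0.13, adjusted p = 0.666 from limma). The paper measured a higher release of ethylene from 4X in tissue culture plantlets, whereas the FPKM values here are of terminal buds from vines. It proposes that the increase of ACO1, a gene with a hypo-DMR in its gene body, might raise this release and lead to self-pruning.

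**Figure D3:**
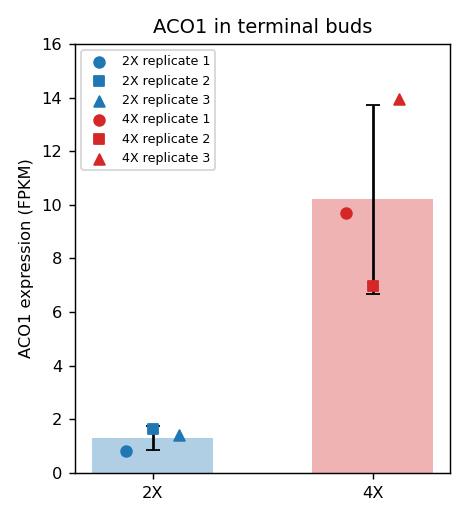
ACO1 expression in FPKM on the vertical axis for 2X and 4X terminal buds, with each point a library, each bar the mean of 3 libraries and each error bar the SD. The 4X libraries lie between 6.96 and 13.9 FPKM, above every 2X library.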

**Fig. 5:**
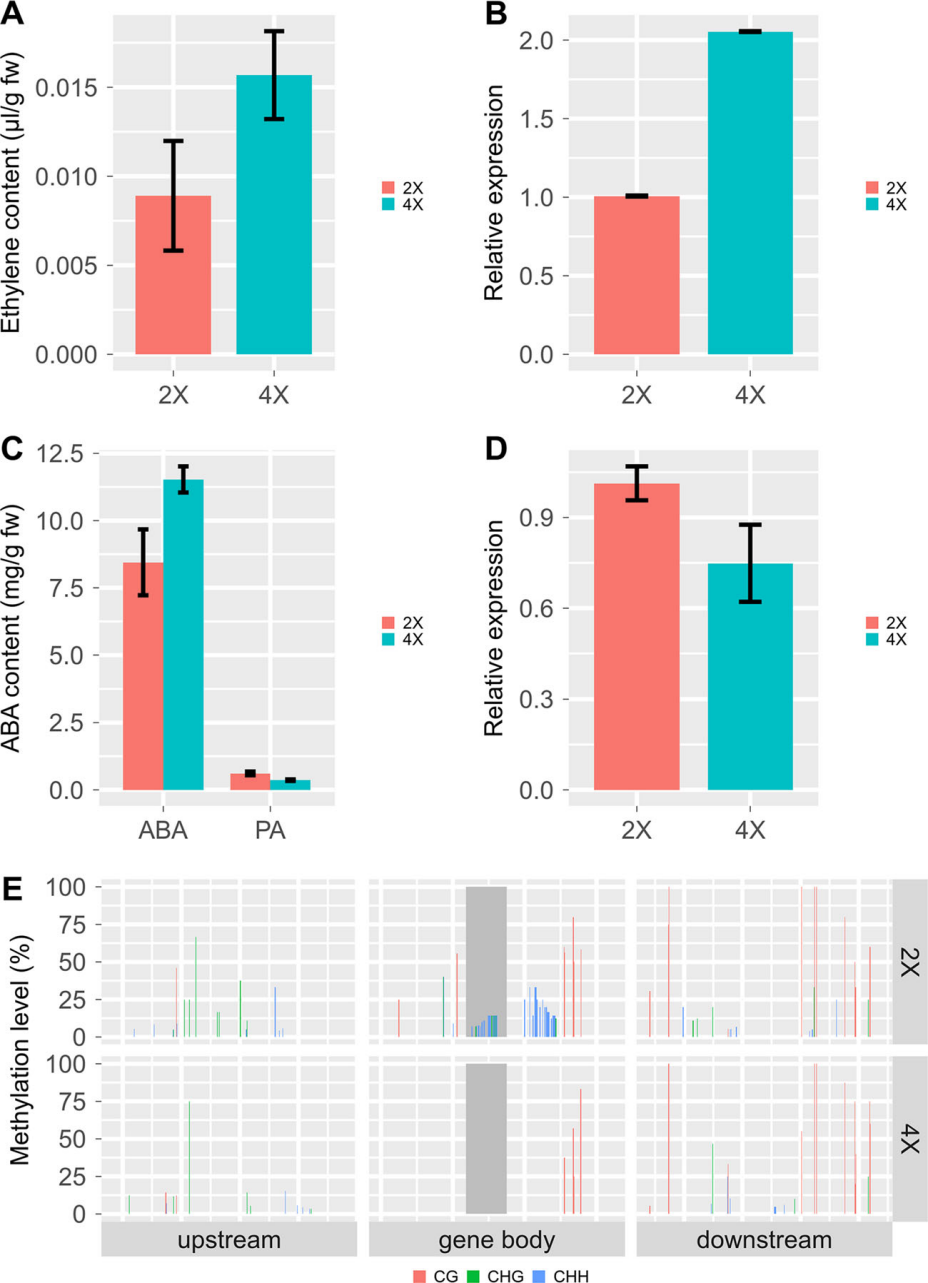
Plant hormone contents and their correlated genes. **a** Ethylene contents in ‘Jingyanjing’ (2×) and its autotetraploid (4×). The 4× grapevine released significantly more ethylene than 2× (*P* < 0.05). **b** The *ACO1* gene was more significantly expressed in 4× than in 2× (*P* < 0.05). **c** The contents of ABA were significantly higher in 4× than in 2×, and the contents of PA were significantly lower in 4× than in 2× (*P* < 0.05). **d** *CYP707A* was significantly less expressed in 4× than in 2× (*P* < 0.05). **e** Methylation status of *ACO1* in 2× and 4×. A DMR, which is shown as a bar in dark gray, is found in its gene body. Error bars indicate SE from three individual replicates

The DMR in the *ACO1* gene body between 2× and 4× was verified by BS-PCR in the top tips of other diploid, autotetraploid, and allotetraploid grapevines. There was no significant difference between the other diploid and autotetraploid varieties. This region showed higher methylation in the allotetraploid grapevine top tips (Fig. S14).

### Variation of plant hormones and corresponding genes between 2× and 4×

The ethylene contents were significantly different between 2× and 4×. The 2× grapevine released 0.009 µl/g ethylene in 24 h, whereas 4× released 0.016 µL/g ethylene over the same time period (*n* = 3, *P* < 0.05) (Fig. 5a). The *ACO1* presented a similar expression tendency to ethylene (*n* = 3, *P* < 0.05) (Fig. 5B). In addition, the expression levels of 10 ethylene response genes were increased in 4X, and four of these genes were *EREBP* members containing AP2 domains belonging to the ethylene response factor (*ERF*) family. 

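The paper's primer table gives identifiers for 9 ethylene response genes, of which 3 are ERF genes. All 9 had a higher mean FPKM in 4X. In 6 of them every 4X library was above every 2X library, where chance sets 10% of genes apart in either direction. The table of 9 had 7 genes with a mean of at least 1 FPKM, and none of these was called by limma. At an unadjusted p under 0.05 there were 5 genes, and adjusted over the list alone 4. The paper does not state how the list was chosen, and these libraries may have served, so the latter cannot be taken as independent evidence. The adjusted p over all genes ranged from 0.124 to 0.753. The median log2 difference from the 2X mean was 1.19, 0.59 and 1.19 in 4X replicates 1, 2 and 3. Among the ERF genes, ERFB-6 (VIT_09s0002g09140) had 1.61 ± 0.996 FPKM in 2X and 6.79 ± 3.53 FPKM in 4X (SD, n = 3), a log2 fold change of 1.54 (SE 0.39, adjusted p = 0.184 from limma). Without 4X replicate 1 it was the single gene of the list that was called (adjusted p = 0.0453 from limma, in a range of 0.00643 to 0.547 over the alternatives). ERFA-5 (VIT_18s0001g10150) had a log2 fold change of 0.74 (SE 0.31, adjusted p = 0.351 from limma), and its libraries overlapped. ERFB-4 (VIT_07s0031g01980) had a mean below 1 FPKM over the 6 libraries and was not tested, with 0.469 ± 0.118 FPKM in 2X and 1.52 ± 0.781 FPKM in 4X (SD, n = 3).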

Genes related to ROS resistance (*CAT2-1*) and pathogen-related 4 (*PR-4* and *PR-4B*), GDSL lipase (*GLIP1* and *GLIP2*) and basic chitinase (*HCHIB*) genes, which have been reported to be responsive to ethylene^29–32^, showed increases (*n* = 3, *P* < 0.05) (Fig. S15). 

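PR-4 (VIT_14s0081g00030) had 78.3 ± 22.8 FPKM in 2X and 183 ± 42.9 FPKM in 4X (SD, n = 3), a log2 fold change of 1.23 (SE 0.24). Its adjusted p of 0.124 from limma was the smallest among the ethylene response genes. PR-4B (VIT_14s0081g00020) was listed at 0 in 2X replicate 3, and the other 2X libraries had 3.08 and 4.78 FPKM, against 9.41, 7.28 and 5.61 FPKM in 4X replicates 1, 2 and 3. Cat2 (VIT_18s0122g01320) had 36.0 ± 10.1 FPKM in 2X and 55.6 ± 8.66 FPKM in 4X (SD, n = 3), and its log2 fold change was 0.63 (SE 0.20, adjusted p = 0.241 from limma). HCHIB (VIT_03s0038g03400) had a log2 fold change of 1.45 (SE 0.47, adjusted p = 0.248 from limma), though 2X replicate 2, with 33.9 FPKM, was above 4X replicate 2, with 29.2 FPKM. GLIP1 (VIT_09s0002g00540) was below the limit for testing, with 0.214 ± 0.153 FPKM in 2X and 1.10 ± 0.331 FPKM in 4X (SD, n = 3). GLIP2 (VIT_09s0002g00570) had 24.5 ± 7.37 FPKM in 2X and 36.1 ± 24.9 FPKM in 4X (SD, n = 3), a difference within the spread of the replicates. The increase of GLIP2 rested on 4X replicate 1, with 64.8 FPKM, and its log2 fold change went from 0.39 to -0.12 without this library.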

In tissue culture plantlets, the expression levels of three *ERF* genes and *PR-4B* were increased in 4×. The 4× grapevine was more sensitive to exogenous ethylene than 2×. After treatment with ethylene, AZs were present in 4× in the flakes of the terminal buds and at the base of the top leaf alongside the terminal, which were not found in 2× (n = 3) (Fig. 6). The expression levels of these three *ERF* genes and *PR-4B* were increased after treatment with ethylene in 2× (*n* = 3, *P* < 0.05) (Fig. 7a), whereas they were significantly reduced by the ethylene inhibitor aminoethoxyvinylglycine (AVG) in tissue culture plantlets of 4× (*n* = 3, *P* < 0.05) (Fig. 7b).

**Fig. 6:**
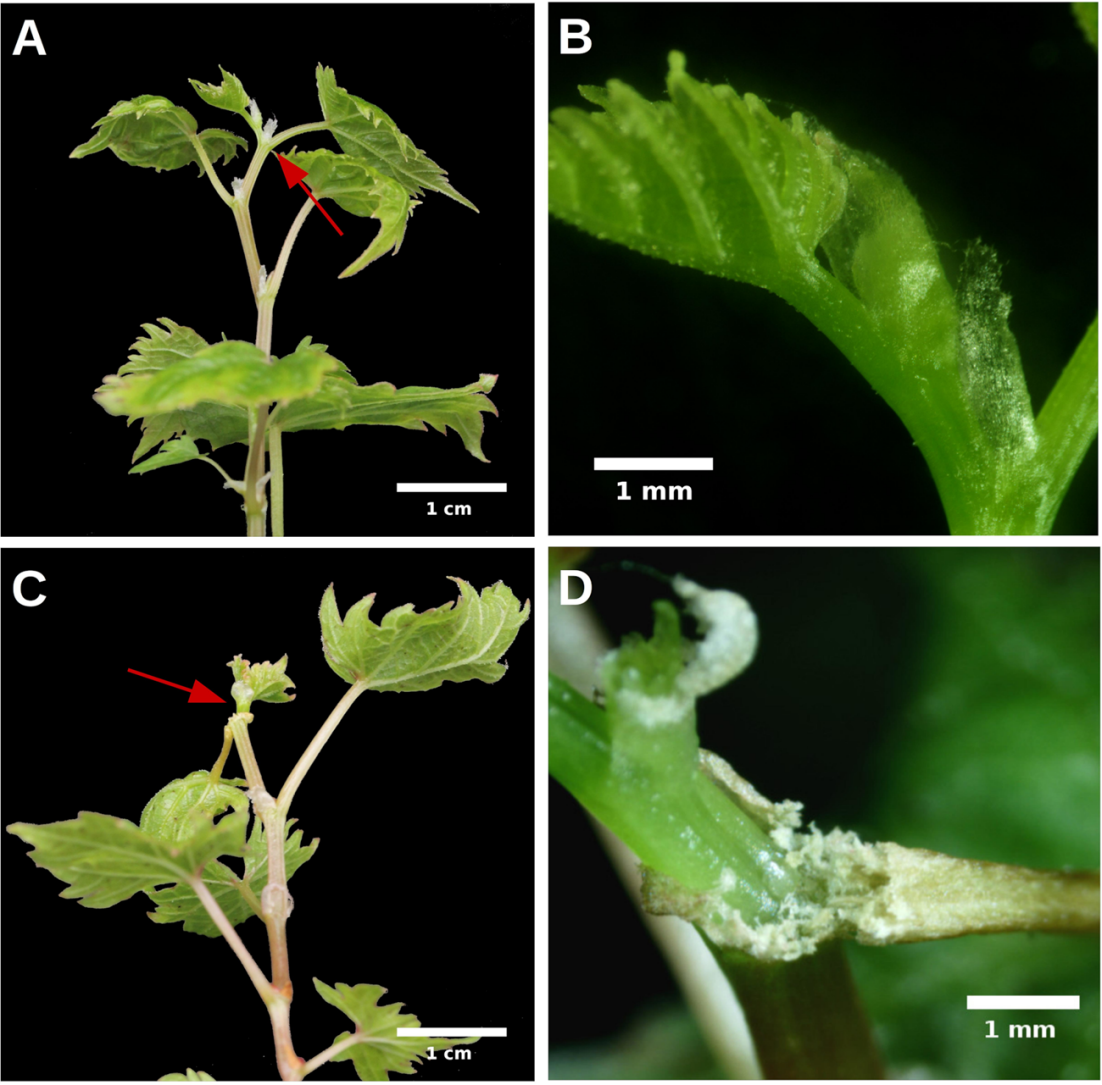
The ‘Jingyanjing’ grapevine (2×) and its autotetraploid (4×) respond to 50 µl/L ethylene. **a**, **c** 2× and 4× after treatment with ethylene. **b**, **d** 10× magnification for the red arrows pointed part of (**a**) and (**c**). The abscission zone clearly appeared in 4× (**d**)

**Fig. 7:**
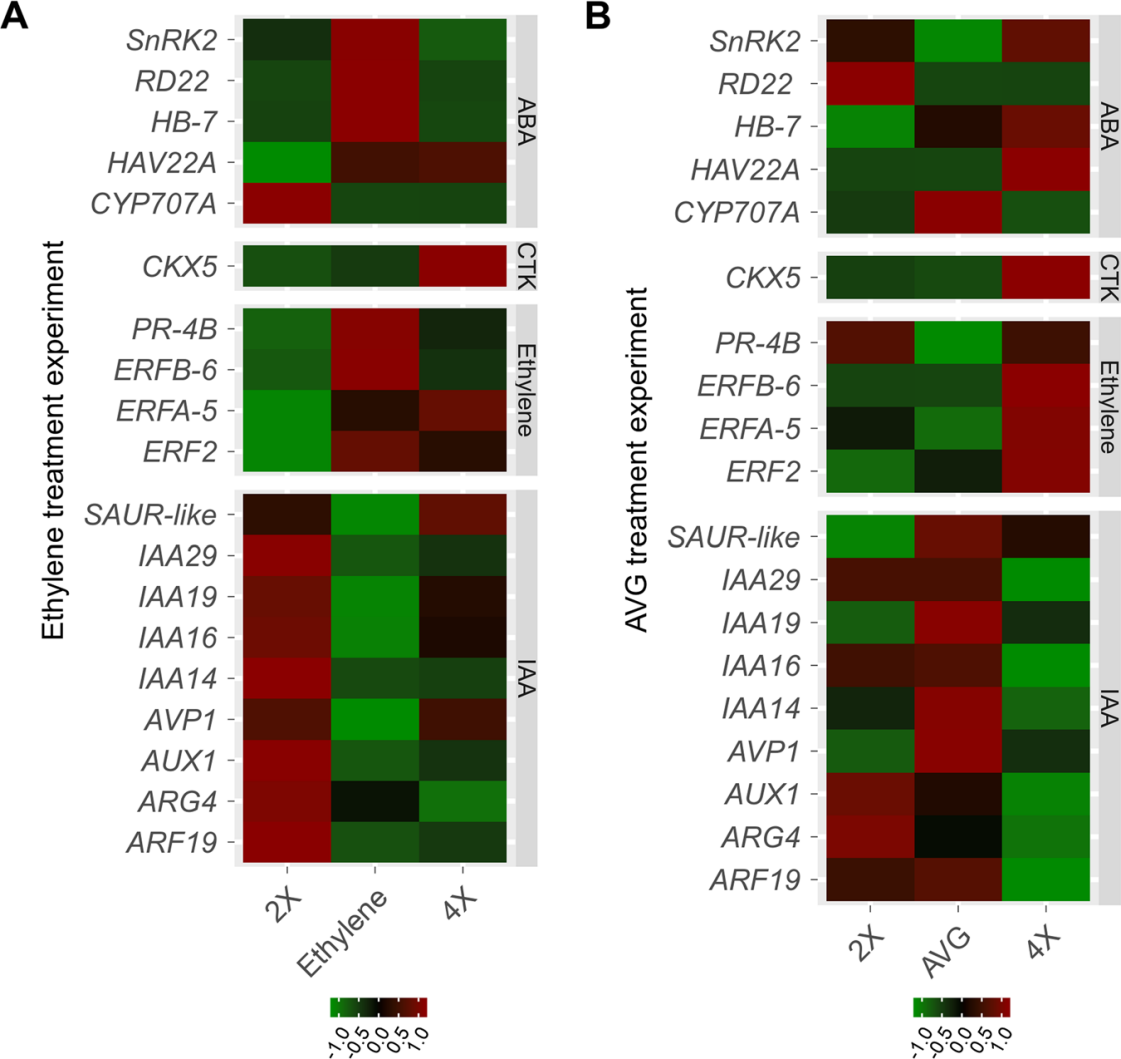
Expression patterns of ethylene response-correlated genes in ethylene and AVG treatment experiments. **a** Expression patterns of ethylene response-correlated genes in ‘Jingyanjing’ (2×), 2× treated with ethylene (ethylene), and its autotetraploid (4×). These genes showed similar expression patterns in 4× and ethylene-treated 2× compared with those in 2×. **b** Expression patterns of ethylene response-correlated genes in 2× and 4× treated with AVG (AVG) and 4×. These genes in 2× and AVG-treated 4× expressed similar expression patterns compared with those in 4×

The measured ABA and PA contents are shown in Fig. 5c. The 4× grapevine contained significantly more ABA than the 2× grapevine, and the PA content in 4× was significantly less than that of 2× (*n* = 3, *P* < 0.05). The expression level of the ABA degradation gene *CYP707A* was increased by ethylene^33^. In this study, it was found to be significantly decreased in 4X (*n* = 3, *P* < 0.05) (Fig. 5d). 

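In the RNA-Seq data, CYP707A (VIT_18s0001g10500) had 18.2 ± 5.99 FPKM (SD, n = 3) in 2X and 10.9 ± 2.51 FPKM (SD, n = 3) in 4X terminal buds, a ratio of 0.598. Every 4X library was below every 2X library, the closest being 2X replicate 1 with 13.72 FPKM and 4X replicate 3 with 13.68 FPKM. The log2 fold change was -0.67 (SE 0.24, unadjusted p = 0.0299, adjusted p = 0.288 from limma), so the decrease was not called. With each library left out in turn the log2 fold change stayed between -0.84 and -0.43, and over the alternatives the adjusted p ranged from 0.206 to 0.526. Array weights, chosen after seeing the data, gave a smaller log2 fold change of -0.25 (adjusted p = 0.345 from limma).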

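The paper's primer table gives identifiers for SnRK2 (VIT_02s0236g00130), a protein kinase gene of ABA signalling, and for 7 ABA response genes, which are GRAM, HAI, HB, RD22, RD26 and a pair of genes named HAV22A. The mean FPKM of all 8 was higher in 4X. In 4 of them every 4X library was above every 2X library, where chance sets 10% of genes apart in either direction. None was called by limma, with adjusted p between 0.124 and 0.765. At an unadjusted p under 0.05 there were 4 genes, and 2 adjusted over the list alone. The latter cannot be taken as independent evidence, since these libraries may have served to choose the list. SnRK2 had 16.1 ± 1.66 FPKM in 2X and 28.2 ± 4.76 FPKM in 4X (SD, n = 3), a log2 fold change of 0.76 (SE 0.14, adjusted p = 0.124 from limma). It was the 1 gene of the list called when 4X replicate 1 was left out (adjusted p = 0.0225 from limma, in a range of 0.00529 to 0.393 over the alternatives). RD22 (VIT_04s0008g03930) had 146 ± 22.9 FPKM in 2X and 238 ± 40.7 FPKM in 4X (SD, n = 3), a log2 fold change of 0.70 (SE 0.16, adjusted p = 0.163 from limma). GRAM (VIT_10s0071g00320) and HAI (VIT_16s0050g02680) had log2 fold changes of 0.74 and 1.44, with adjusted p of 0.273 and 0.259 from limma. That of GRAM fell to 0.46 without 4X replicate 1, and that of HAI to 0.87 without 4X replicate 3. For the other genes the libraries of 2X and 4X overlapped. HB (VIT_15s0048g02870) rose in 4X replicate 3 only, with 20.6 FPKM against 6.98 ± 1.08 FPKM (SD, n = 3) in 2X, and without that library its log2 fold change was -0.17 instead of 0.37. RD26 (VIT_19s0014g03290) had 25.6 FPKM in 4X replicate 3, against 10.4 and 7.79 FPKM in 4X replicates 1 and 2. The HAV22A genes (VIT_03s0132g00070 and VIT_03s0038g01650) had 120 and 25.7 FPKM in 4X replicate 1, whereas 4X replicates 2 and 3 lay within the range of 2X.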

Seven ABA response genes and *SnRK2* showed increases in 4× (*n* = 3, *P* < 0.05) (Fig. S14). In the 4× tissue culture plantlets, four of these seven genes showed increases, while *CYP707A* was decreased (*n* = 3, *P* < 0.05) (Fig. 7). The four ABA response genes showed increases, whereas *CYP707A* was decreased after ethylene treatment in 2×; in contrast, these ABA response genes showed decreases, and *CYP707A* was increased in 4× after AVG treatment (*n* = 3, *P* < 0.05) (Fig. 7).

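The paper's primer table gives identifiers for the auxin transporter genes AUX1 (VIT_08s0007g02030), AVP1 (VIT_11s0118g00350) and PGP1 (VIT_08s0007g05060). It also holds 9 auxin response genes, IAA14, IAA16, IAA19, IAA29, ARG4, ARF19, KNAP2 and a pair of SAUR genes. All 12 had a lower mean FPKM in 4X. In 8 of them every 4X library was below every 2X library, against the 10% that chance sets apart in either direction. None of the 12 was called by limma with all 6 libraries, at adjusted p between 0.100 and 0.521. An unadjusted p under 0.05 was found for 9 genes, and the same number passed when p was adjusted over the list alone. The latter cannot be taken as independent evidence, since these libraries may have served to choose the list. The decrease was smallest in 4X replicate 1, where the median log2 difference from the 2X mean was -0.29, against -0.81 and -0.93 in 4X replicates 2 and 3. When 4X replicate 1 was left out, 10 of the 12 genes were called, all but KNAP2 (VIT_18s0001g08380) and ARF19 (VIT_11s0016g00640). AUX1 had 93.7 ± 11.5 FPKM (SD, n = 3) in 2X and 97.1, 51.0 and 48.4 FPKM in 4X replicates 1, 2 and 3. AVP1 had 61.8 ± 6.19 FPKM in 2X and 41.3 ± 12.8 FPKM in 4X (SD, n = 3), a log2 fold change of -0.61 (SE 0.21, adjusted p = 0.259 from limma). PGP1 had 110.2 ± 17.5 FPKM in 2X and 71.2 ± 13.0 FPKM in 4X (SD, n = 3), a log2 fold change of -0.63 (SE 0.17, adjusted p = 0.195 from limma). The smallest adjusted p, 0.100, was that of the SAUR gene VIT_03s0038g00940, with 39.7 ± 1.05 FPKM in 2X and 23.3 ± 3.89 FPKM in 4X (SD, n = 3). Its adjusted p was 0.00713 without 4X replicate 1 and ranged from 0.00335 to 0.373 over the alternatives. IAA29 (VIT_04s0008g05560) had the largest decrease of the list, a log2 fold change of -1.08 (SE 0.41, adjusted p = 0.303 from limma), and its libraries overlapped.

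**Figure D4:**
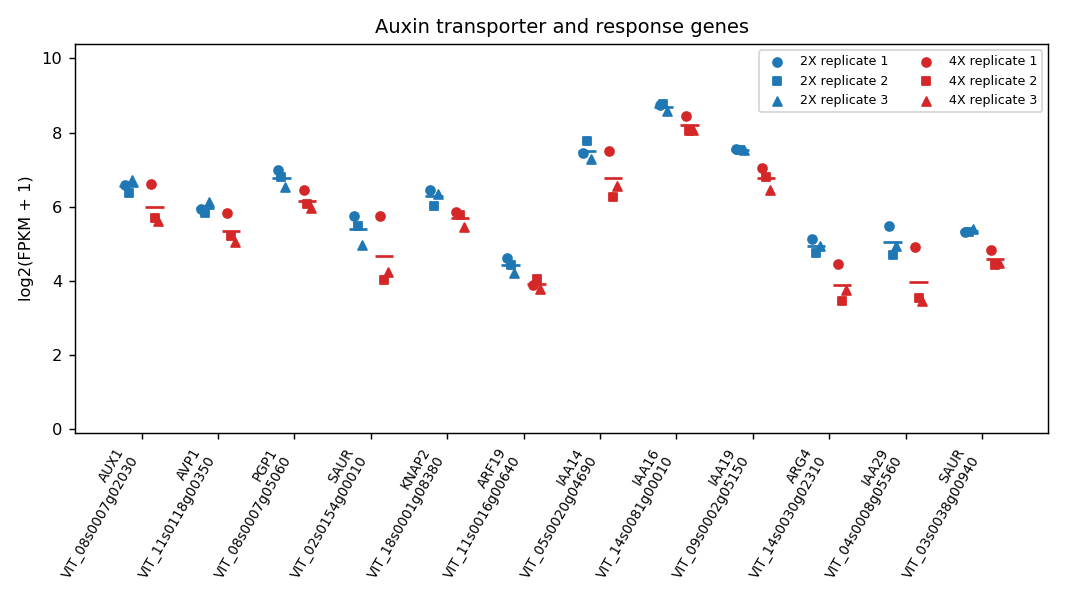
Expression of the 12 auxin transporter and response genes, as log2(FPKM + 1) on the vertical axis, with each point a library and each bar the mean of 3 libraries. 4X replicate 1 (red circles) is the highest 4X library in every gene but ARF19.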

Three auxin transporters (*AUX1*, *AVP1*, and *PGP1*) and nine auxin response genes showed decreases in 4× (*n* = 3, *P* < 0.05) (Fig. S15). These genes were enriched in a significant GO term (auxin-mediated signaling pathway, Fig. 2b). 

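The GO table lists 8 genes for the auxin-activated signaling pathway, and this list is complete in the copy used here. All 8 were tested and had a lower mean FPKM in 4X, with a median log2 fold change of -0.75. In 5 of them the ploidies did not overlap, where chance gives 10% of genes with groups apart, and 6 had an unadjusted p under 0.05. The number called by limma was 0. The median difference of the 8 genes was -0.99 and -1.01 in 4X replicates 2 and 3, larger than in 4X replicate 1. The term's genes were chosen by the study on these libraries, and the enrichment itself was not tested again.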

Among the nine auxin response genes, six belonged to the *Aux/IAA* gene family, *KNAP2* is a homeobox gene, and the two others are *SAUR-like* genes. In tissue culture plantlets, nine of the 12 genes showed decreases in 4×. The *PGP1* transporter and a *SAUR-like* gene were not significantly different between 2× and 4×. These nine genes showed decreases in 2X after treatment with ethylene, and they showed increases under AVG treatment in 4× (*n* = 3, *P* < 0.05) (Fig. 7).

A cytokinin oxidase gene (*CKX5*) presented significantly increased expression in 4×, and four corresponding cytokinin genes, including two *CYCD3* genes, a *HAT22* gene, and a *CRF4* gene, showed decreases in 4× (*n* = 3, *P* < 0.05) (Fig. 7, Fig. S15). 

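CKX5 (VIT_18s0001g13200), a cytokinin oxidase gene, had 2.67 ± 0.757 FPKM in 2X and 5.27 ± 2.20 FPKM in 4X (SD, n = 3), with overlapping libraries and a log2 fold change of 0.73 (SE 0.29, adjusted p = 0.319 from limma). HAT22 (VIT_18s0001g08410) had 7.82 ± 1.36 FPKM in 2X and 2.11 ± 1.40 FPKM in 4X (SD, n = 3), and the gene named CRF in the primer table (VIT_16s0050g02400) had 12.4 ± 1.71 and 5.91 ± 3.42 FPKM. Their log2 fold changes were -1.58 (SE 0.30, adjusted p = 0.124 from limma) and -1.06 (SE 0.33, adjusted p = 0.231 from limma). In both, every 4X library was below every 2X library, where chance sets 10% of genes apart in either direction. None of these 3 genes was called, though all 3 had an unadjusted p under 0.05 and passed when adjusted over the list alone. These libraries may have served to choose the list, so that cannot be taken as independent evidence. HAT22 and CRF were called when 4X replicate 1 was left out, with adjusted p of 0.00645 and 0.0141 from limma. Over the alternatives their adjusted p ranged from 0.00443 to 0.440 and from 0.00940 to 0.580. The primer table gives no identifier for the CYCD3 genes, and they were not analysed here.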

CKX activity is reported to be increased by ethylene^34^. In our study, we found that ethylene treatment increased the expression of *CKX5* in 2×, whereas AVG decreased its expression in 4× (Fig. 7). CK at >2 mg/L induced lateral shoot growth in 4× and increased lateral shoot growth in 2× (*n* = 3, *P* < 0.05) (Fig. S16).

## Discussion

### DNA methylation conservation during grape genome duplication

DNA methylation on cytosines plays a critical role in epigenetics, and mCs are highly conserved over generations. For example, nitrogen deficiency-induced epigenetic modifications in rice are inheritable^35^ and Verhoveven et al. revealed that plant hormones and salt stress-induced methylation variation are faithfully transmitted to asexual offspring in dandelion^36^. A recent study demonstrated that the methylome of *Arabidopsis* is stable under drought over five generations^37^. A study in *Cymbopogon* including autotetraploids revealed that methylcytosines were increased during genome duplication^38^. However, in that study, the authors used an immunodetection method that reflects the total amount of methylcytosines, while the methylation level of each cytosine remains unknown. Some studies have reported that mC sites are comparable between diploids and autotetraploids^39,40^. However, these studies used only a subset of methylation-sensitive amplified polymorphism markers, which cannot reflect the genome-wide methylation and methylation variation in CG, CHG, and CHH contexts. In this study, WGBS was employed to produce single-base resolution DNA methylation maps for ‘Jingyanjing’ and its autotetraploid. The results showed that DNA methylation was highly conserved at the 50 kb level during polyploidization in grapes (Fig. S5). At the single-base level, the positions and levels of total mC, mC in CH, and mC in CHG were highly conserved (Fig. 3). More than 0.1 million 100 bp DMRs were identified in the CHH context, and trace DMRs were found in CG and CHG contexts. These results also indicated the conservation of the methylome in CG and CHG contexts at the 100 bp level. Plants have an accurate system for maintaining a stable methylation status transgenerationally^41^. Our results revealed that the system maintaining DNA methylation also ensures DNA methylation stability in CG and CHG contexts.

DNA methylation variations have been observed during genome polyploidization in strawberry and *Brassica rapa* by using MSAP^42,43^. A previous study employed WGBS to detect epigenetic variance between a diploid and an autotetraploid produced from it in rice and identified 100 bp DMRs, a few of which are in CG and CHG contexts^44^. In the present study, epigenetic changes were also observed by using WGBS at the single-base level. In contrast to previous works, the present study revealed mC variance in the CHH context at both the single-base and 100 bp levels (Table S6). DNA methylation polymorphism has been detected within allotetraploid cotton (*Gossypium hirsutum*)^45^. We also revealed methylation variation in the *ACO1* gene body in diploid and autotetraploid and allotetraploid grapevines.

### Gene body methylation modification was negatively correlated with gene expression

DNA methylation changes during polyploidization^40,43,44^. However, the effects of DNA methylation variation on gene expression during polyploidization remain unclear. In the present study, DEGs and DMRs were identified between ‘Jingyanjing’ and autotetraploid grapevines produced from this accession, and the results revealed that DMRs were negatively correlated with gene expression during genome duplication in grape. DNA methylation in the promoter region of a gene can directly repress its expression by inhibiting transcription factor binding^39^ or may indirectly decrease its expression by inhibiting histone modifications^46^. DNA methylation modifications in promoters were detected between ‘Jingyanjing’ and its autotetraploid, but the four gene groups (hypo-, hyper-, both, and no-DMRs in the promoter) and randomly selected genes showed similar expression patterns (Fig. 4, Fig. S13). Previous studies established mathematical models and revealed a positive correlation between gene body methylation levels and expression values in human cell lines^27^. However, the effects of gene body methylation variation on gene expression are poorly understood. In this study, the DMRs located in gene body regions were negatively correlated with gene expression during genome duplication in grapevine.

### Relationship between DNA demethylation and self-pruning in autotetraploid grapevine

An *ACO1* gene containing a hypo-DMR in its gene body was upregulated in 4X, which released more ethylene than ‘Jingyanjing’. Ethylene inhibits auxin transportation and breaks down auxin signaling pathways. Increases in ABA activity during plant organ abscission are widely reported^22,24^. Our results indicated that increased release of ethylene might inhibit the expression of auxin transport and signaling pathways in the 4X grapevine. Increasing the release of ethylene might also reduce ABA degradation and increase ABA production.

Previous studies have found that AZ formation is induced by ethylene during self-pruning^18^. In the present study, we also observed AZs in autotetraploid grapevine tips. RNA-Seq and qPCR data showed that *ACO1* played an important role during self-pruning in the 4X grapevine. The ethylene and AVG treatment results revealed that the correlated ethylene response genes were up- and downregulated in ‘Jingyanjing’ and its autotetraploid, respectively. These results indicated that the upregulation of ethylene-responsive genes was due to the upregulation of *ACO1*, which increased the release of ethylene in 4X. After being treated with ethylene, AZs were present in 4× but not in 2X (Fig. 6). This might be due to the endogenous ethylene content being higher in 4×, as it presented a lower threshold in response to exogenous ethylene.

## Conclusion

Autotetraploid ‘Jingyanjing’ grapevine showed little and/or abnormal lateral shoot growth and self-pruning morphologies, which are potentially valuable agronomic traits in grape. During grapevine WGD, the methylome was conserved, and gene body methylation variation was negatively correlated with gene expression. The gene body demethylation of *ACO1* was correlated with self-pruning morphology in autotetraploid ‘Jingyanjing’.

## Materials and methods

Plant materials and treatments’Jingyanjing’ grapevine (2×) is the offspring of ‘Jingzaojing’ (*V. vinifera*) and ‘Jingxiu’ (*V. vinifera*). ‘Jingzaojing’ and ‘Jingxiu’ were planted in 1993. ‘Jingyanjing’ grapevine was generated during 1997. It was induced to form tissue culture plantlets, and the tissue culture plantlets were induced to form an autotetraploid^47^. In this previous study, the stems of tissue culture plantlets with axillary buds were immersed in 2000–4000 mg/L colchicine for 0.5–4 days. Then, the treated stems were inoculated onto B5 medium. After the axillary buds sprouted, their ploidy levels were detected by using flow cytometry. The optimum conditions for inducing autotetraploid grapevines are the treatment of the axillary buds with 3000 mg/L colchicine for three to four days in different varieties. The rates of induction range from 16.7 to 23.3%. Tissue-cultured 2× and 4× ‘Jingyanjing’ grapevines were planted in the experimental vineyard of the germplasm repository for grapes in the Institute of Botany of the Chinese Academy of Sciences in Beijing in 2006. All the vines underwent standard fertilization, irrigation, pruning, and pest and disease control procedures.

In our study, the plant materials used for the tissue culture of plantlets were prepared as previously described by Mukherjee et al. and propagated for two months. Woody Plant Media supplemented with 20 g/L sucrose, 6 g/L agar, and 0.05 mg/L IAA were used for the tissue culture of plantlets (Duchefa Biochemie, Haarlem, the Netherlands). The pH of the culture media was adjusted to 5.8 before autoclaving at 15 psi (121 °C) for 20 min. The cultures were maintained at 25 ± 2 °C with a 16 h/8 h day/night cycle with a light intensity of 50 µmol/(m^2^s).

To treat the plantlets with ethylene, plantlets that had been grown for four weeks were sealed in 1 L bell jars. Then, 50 µL of pure ethylene was injected into the jars. The controls were sealed in jars without ethylene (*n* = 3). After 48 h of treatment, the terminal buds of the plantlets were collected to detect gene expression. They were also observed under a microscope to detect AZ formation. The plantlets were further examined after treatment with the ethylene biosynthesis inhibitor AVG (Sigma Ltd., UK). Four-week-old plantlets were treated with 5 µmol/L AVG for 48 h (*n* = 3). Then, they were collected to detect gene expression by qPCR. To investigate the effects of cytokinin on the growth of the vines, we added 4 mg/L autoclaved 6-benzyl amino purine (BAP) to plantlets that had been grown for (*n* = 3). After 4 weeks, the BAP-treated 2× and 4× plantlets, as well as their untreated controls, were observed and compared.

### Anatomical observation

For anatomical observation, stem tip samples of 2×, growing 4×, and the autotetraploid whose growth had ceased were collected and fixed in FAA (5% formaldehyde, 5% acetic acid, and 63% ethanol (v/v/v)) overnight at room temperature. During this period of development, the terminal buds of the shoots were 7–10 mm in length; the diameter of the bud was 7–10 mm; and the diameter of the stem tip was 2–4 mm; and the buds was packed within a folded leaflet. The samples were dehydrated in a graded ethanol series of ethanol solutions, infiltrated with xylene, and then embedded in paraffin wax^48^. Sections were cut to a thickness of 10 μm by using a Leica RM2235 rotary microtome (Leica Instruments Company Ltd., Shanghai, China) and then stained with safranin for 8 h and toluidine blue for 30 s. The slides were mounted with synthetic resin, and the sections were observed and photographed under an Olympus BX41 microscope (Olympus Optical Company Ltd., Tokyo, Japan).

### Plant hormone and metabolite quantification

Tissue culture plantlets that had been grown for 4 weeks were sealed in 400 mL tissue culture bottles. After 24 h of cultivation, 1 mL of gas from each bottle was analyzed with an SP2100A gas chromatograph (Beijing Beifen Ruili Analytical Instrument Co. Ltd, Beijing, China) equipped with an HP-5 capillary column (30 m × 0.53 mm × 40 μm) and a flame ionization detector, which were controlled at 100 °C and 50 °C, respectively. Then, the ethylene concentrations were normalized by the total plantlet weight in the bottle (*n* = 3).

The samples for the analysis of ABA and its metabolites were collected one week before autotetraploid terminal bud abscission. The length and diameter of the buds were 7–10 mm. We performed three biological replicates for the diploid and autotetraploid plants. The terminal buds from three independent vines were mixed together as a biological replicate. ABA and its metabolites were quantified as described by Speirs et al.^49^. The terminal buds of both 4X and 2X were freeze-dried and ground to a fine powder. A 50–100 mg sample was used for extraction, to which an internal standard containing deuterated PA and ABA was added. Phenomenex SPE columns (8B-S100-UAK) were used to perform a “clean-up” step prior to the analysis. The samples were loaded onto the columns, washed with 20% aqueous methanol, and then eluted with 90% aqueous methanol. An aliquot of the eluate was dried in a vacuum centrifuge.

The ABA concentration was quantified by liquid chromatography-mass spectrometry (LC-MS/MS). The dried extracts were dissolved in aqueous acetonitrile (10% with 0.05% acetic acid) and analyzed by LC-MS/MS (Agilent 6410). Separation was carried out in a Phenomenex C18 column at 40 °C using a gradient from 10% acetonitrile and 90% water to 90% acetonitrile and 10% water. Compounds were identified by their retention times and through multiple reaction monitoring.

### RNA isolation, qPCR, and RNA-Seq library construction and sequencing

The same samples used for ABA analysis were used for RNA-Seq (*n* = 3). We isolated total RNA from ground terminal bud samples (100 mg per sample) using a Sigma RNA Mini-Prep kit following the manufacturer’s instructions (Zymo Research Corporation, Irvine, CA, USA). The extracted RNA was treated with DNase (Applied Biosystems/Ambion, Austin, TX, USA). Pure RNA was used for qPCR and RNA-Seq. The quality and concentration of the RNA were measured with a Nanodrop ND-1000 Spectrophotometer (Thermo Fisher Scientific Inc., USA).

For cDNA synthesis, 1 μg of RNA was reverse transcribed using SuperScript® III Reverse Transcriptase (Invitrogen) in accordance with the manufacturer’s instructions. For the qPCR assay, the cDNA was diluted 1:10 with ddH_2_O. Gene-specific primers were designed according to the reference CDS using PerlPrimer (Marshall, 2004). β-actin was used as the reference gene. The reactions were carried out by using a StepOnePlus real-time PCR instrument (Applied Biosystems). Primer specificities were tested via qPCR melting curve analysis. The qPCR mixture contained 10 μL of 2× SYBR Green I Master Mix (Vazyme), 0.2 μL of each diluted primer (10 μM), 2.6 μL of ddH_2_O, and 7 μL of diluted cDNA template. The transcription levels of each gene were normalized against the average for β-actin. We performed three biological replicates for each sample and three technological replicates for each biological replicate. The primers used in this study are listed in Table S1.

The terminal bud samples were collected and sent to 1GENE (Hangzhou, China) for RNA extraction, RNA-Seq library construction and sequencing. There were three replicates for both 2× and 4×, and each replicate was pooled from at least three terminal buds.

### Whole-genome bisulfite sequencing and BS-PCR

The samples for WGBS were collected one week before 4× terminal bud abscission. The 2× and 4× samples were pooled from the terminal buds of three diploid and three autotetraploid vines, respectively. Then, these two samples were ground to a powder, and total DNA was extracted by using a Plant Genome DNA Purification Kit (TIANGEN Biotech, Beijing, China) and sent to Novogene (Beijing, China) for bisulfite treatment, library preparation, and next-generation sequencing on the Illumina HiSeq 4000 platform (Illumina HiSeq. 4000). To identify the DMR in the *ACO1* gene body in ‘Jingyanjing’ grapevines and further examine whether this DMR appeared between other diploid and autotetraploid varieties, bisulfite sequencing PCR (BS-PCR) analysis was performed for 11 other diploid, autotetraploid, and allotetraploid accessions to verify the DMR in the *ACO1* gene body (Table S2). Genomic DNA was isolated from the terminal bud samples of these grapevines with the Plant Genome DNA Purification Kit (TIANGEN Biotech, Beijing, China). Then, the DNA was modified with the EZ DNA Methylation-Gold Kit (Zymo Research Corporation, Irvine, CA, USA). The BS-PCR primers were designed to target the 100 bp sequence flanking this region with PerlPrimer (Marshall, 2004). PCR was performed by using Zymo Taq Premix (Zymo Research Corporation, Irvine, CA, USA). The PCR products were purified using the V-ELUTE Gel Mini Purification Kit (Beijing Zoman Biotechnology, Beijing, China). Then, the purified products were cloned into the pLB vector (TIANGEN Biotech, Beijing, China). We performed three replicates for each sample. Each replicate was pooled from at least three terminal buds. For each sample, at least 10 clones were sequenced using the Sanger method to analyze the methylation status.

### RNA-Seq data analysis

The reads were trimmed using FASTX-Toolkit (http://hannonlab.cshl.edu/fastx_toolkit/). The nucleotides at the beginning and end of each read whose quality thresholds were lower than 13 were trimmed. Only the clean reads were used for subsequent analysis. In silico expression profiles were generated using TopHat (version 2.0.14, http://ccb.jhu.edu/software/tophat), which is an automated pipeline that uses Bowtie2 (http://bowtie-bio.sourceforge.net) to align the reads of each library against the genome sequence of *V. vinifera* on the basis of its annotation (http://plants.ensembl.org/Vitis_vinifera/Info/Index). The mapping information is listed in Table S3. Then, DEGs between 2× and 4× were identified using Cufflinks (version 2.2.1). Genes with an FDR < 0.05 were regarded as differentially expressed genes (DEGs).

### Methylation data analysis

After removing low-quality reads (Q score < 28), 150 nt paired-end WGBS reads were mapped to the *V. vinifera* genome by using Bimark software. Only cytosines from both 2× and 4× that were covered by at least three reads were considered and counted. The methylation level of individual cytosines was calculated as the ratio of mC to the total cytosines [mC/(mC+un-mC)]. The fold change at each site was calculated by comparing the methylation ratio of 4× to the methylation ratio of 2×. An mC fold change greater than 1.2 was considered to indicate differential methylation. The densities and average methylation levels were calculated in 50 kb units.

### Identification of DMRs

We tiled the whole genome into 100 bp bins with 25 bp sliding windows. The Kruskal-Willis rank sum test^50^ was performed on each bin for the mCs in CG, CHG, and CHH contexts to identify significant differences between 2× and 4×. The *P-*value of the bins was adjusted by using BH multiple test correction. Bins with a *P*_fdr_ value of less than 0.05 were defined as DMRs. The ratio of the average methylation levels of a DMR between 4× and 2× was defined as the fold change of the DMR. Adjacent DMRs showing the same trend were collapsed into a single DMR. Then, the DMRs were annotated in the upstream 2 kb, downstream 2 kb, and gene body regions.

## Supplementary information

Figure S1

Figure S2

Figure S3

Figure S4

Figure S5

Figure S6

Figure S7

Figure S8

Figure S9

Figure S10

Figure S11

Figure S12

Figure S13

Figure S14

Figure S15

Figure S16

Table S1

Table S2

Table S3

Table S4

Table S5

Table S6

Table S7

## Data Availability

All RNA-seq and WGBS data from this study are available from the NCBI Gene Expression Omnibus (GEO) under the accession numbers GSE119442 and GSE119632, respectively. The grapevines used in our study are common *Vitis* species. They are not classified as endangered species. They are conserved in the experimental vineyard of the germplasm repository for grapes in the Institute of Botany of the Chinese Academy of Sciences in Beijing. The grapevines used in this study are publicly available for non-commercial purposes.

How the deposited data were processed for this re-analysis (not part of the article)

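Expression was measured by RNA-Seq in terminal buds of the diploid ‘Jingyanjing’ grapevine (2X) and its autotetraploid (4X), with 3 libraries of each ploidy. The authors trimmed the reads with the FASTX-Toolkit, aligned them with TopHat and Bowtie2 to the V. vinifera genome of Ensembl Plants, and identified differentially expressed genes with Cufflinks, as the paper's methods state. The methods name TopHat for the expression profiles, but they do not say which tool gave the FPKM values. The authors deposited the result as FPKM per gene and library, that is fragments per kilobase of transcript relative to the mapped fragments of each library. The paper's text does not state the genome build, the annotation version, the strand handling, the treatment of reads that map to several places, or whether a further scaling between libraries was applied. The values were therefore taken as deposited. The table lists 29971 genes, and 0 of its columns of values were left out.

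The samples were grouped by ploidy as the sample labels give it, and the only comparison between groups was 4X against 2X. The labels and the paper name no batch. No counts are in the table, so the precision of a single value from counting could not be given, and the spread between the 3 libraries of a ploidy was used instead. The paper's mapping table, which lists the mapped read pairs of each library, was compared with the depth that the smallest values of the FPKM table imply. Relative to 2X replicate 1, the other libraries had a depth of 0.985 to 1.06 by the mapped pairs and of 0.977 to 1.10 by the values under 0.3 FPKM.

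The paper's test in Cufflinks needs the reads and was not repeated. Genes were tested with limma 3.58.1 in R 4.3.3 on log2(FPKM + 1), with a pseudocount of 1, equal weights and a trend of the variance on the mean expression. Genes with a mean of at least 1 FPKM over the 6 libraries were tested, and a gene was called at a Benjamini-Hochberg adjusted p under 0.05. A change of at least 4-fold was read from the ratio of mean FPKM, with limits of 4 and 0.25. Chromosomes 1 to 19 were read from the gene identifiers and tested as sets with limma's camera at a preset correlation of 0.01, with an estimated correlation and with fry. Summaries were computed in Python 3.11.15 with pandas 2.3.3 and numpy 2.4.6, and plots were drawn with matplotlib 3.10.9. Groups of fewer than 10 genes were compared with an exact Mann-Whitney test, or, with ties or larger groups, with a permutation test of the rank sum.

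Lists of genes were fixed from the paper's supplementary tables before the data were examined. They are the 12 genes with gene-body DMRs and the ethylene, ABA, auxin and cytokinin genes of the primer table. The genes of those GO terms whose lists are complete in the copy used here were also taken from the supplement, but their summary was added after the data were examined. The genes named in the text are every gene with an identifier in the DMR table or the primer table, and the 2 genes with the largest log2 fold change in each direction among those called whose libraries did not overlap between ploidies. The reference table of gene names holds 0 of the identifiers, so names come from the paper's tables alone, and coordinates are not given. A test of gene families by their descriptions was planned and was not run for the same reason. The DMRs are the paper's, and methylation data were not used here.

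The methods were tested on simulated data with 18119 genes and 3 libraries per group. In 20 runs with 200 genes changed by 2 on the log2 scale, limma recovered 89.7% of the changed genes and 4.68% of the called genes were false. Without any change it called 0.05 genes per run on average. For a simulated gain of 1 copy of a chromosome, camera called 100% of the gained chromosomes and 0 of 360 unchanged ones. The measure of a library's place between 2X and 4X gave 0.517 for raised and 0.538 for lowered genes in a simulated library with a share of 0.5 of 2X RNA.

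The alternatives set before the data were examined were a pseudocount of 0.1, no filter on low values, a filter of at least 1 FPKM in the mean of either ploidy, median scaling, quantile normalization, limma without a trend, the replicate number as a block, an added threshold of 1 on the absolute log2 fold change, and leaving out each library in turn. Array weights, which give each library its own weight in limma, were added after seeing the data, as was leaving out libraries for the hyper-DMR gene. The closing section gives the effect of each.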

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

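The test of failed estimates was chosen only after the result was seen. VIT_13s0064g00240, a gene that the paper does not discuss, was listed at 0 in each of the 3 libraries of 2X and had 8.41, 15.0 and 6.22 FPKM in 4X replicates 1, 2 and 3. It is given here because it shows a signal in 4X, the lowest value being 6.22 FPKM, at a gene with none in 2X. It was among the genes called by limma with all 6 libraries (adjusted p = 0.0388), and its adjusted p ranged from 0.00335, with array weights chosen after seeing the data, to 0.195 over the alternatives. The call was lost without 2X replicate 1 (adjusted p = 0.195), 2X replicate 2 (0.101), 2X replicate 3 (0.141) or 4X replicate 3 (0.112), each from limma.

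A value of 0 in this table is not always a sign of low expression. At 87 genes some libraries were listed at 0 while every other library had at least 5 FPKM, and the highest value beside such a 0 was 9702 FPKM. In 76 of these genes the 0s fell in libraries of both ploidies, and in 11 genes within a single ploidy, 1 of which, VIT_13s0064g00240, had its 0s in exactly the libraries of a ploidy. Between 51 and 60 of the 87 genes were at 0 in each library. If estimates failed without regard to ploidy, other arrangements of the libraries would hold as many such genes as the real one, and this was so in 10 of the 10 splits of the 6 libraries into groups of 3. A failed estimate in the 2X libraries is therefore consistent with the data. Expression of the gene in 4X only stays open as a biological explanation, and reads shared with a related gene were not tested.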

How the results depend on the processing

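Array weights, and leaving out libraries for the hyper-DMR gene, were chosen after seeing the data, and every other alternative was set before the data were examined. The cause of a change was not tested unless it is named.

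Without a filter on low values, 0 genes were called higher or lower, 0 at least 4-fold in either direction, 0 of the 12 genes with gene-body DMRs and 0 of the increased genes of the GO lists. There 23243 genes were tested in place of 18119 and the variance model was fitted to all of them. The unadjusted p rose as well, for VIT_15s0107g00120 from 1.71e-05 to 5.92e-05 and for VIT_13s0064g00240 from 9.58e-06 to 2.69e-05, each from limma, so the loss is not one of gene number alone. With the replicate number as a block, these numbers were also 0, with a smallest adjusted p of 0.0714 from limma. The replicate numbers do not pair the libraries, since the correlations across genes of the residuals of libraries with the same number were -0.00765, -0.0515 and 0.0869. With quantile normalization 6 genes were called higher, 3 of them at least 4-fold, and 4 lower, together with 1 of the DMR genes and 1 of the increased GO genes. With all 6 libraries 11 genes were called higher and 5 lower. An added threshold of 1 on the absolute log2 fold change gave 9 and 4, the filter of at least 1 FPKM in either ploidy 11 and 4, a pseudocount of 0.1 also 11 and 4, median scaling 10 and 4, and limma without a trend 15 and 5. A pseudocount of 0.1 left 1 of the DMR genes called, and limma without a trend called 10 genes at least 4-fold higher. R2 between the ploidies was 0.930 on untransformed FPKM and 0.959 over genes with a mean of at least 1 FPKM, where the weight of the genes differs by construction.

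Across the 6 fits that each left out a library, the number of genes called ranged from 0 to 185 for increases and from 0 to 569 for decreases, and at least 4-fold from 0 to 28 and from 0 to 105. The number of DMR genes called ranged from 0 to 5, of ethylene genes from 0 to 1, of ABA genes from 0 to 1, of auxin genes from 0 to 10 and of cytokinin genes from 0 to 2. For the GO lists it ranged from 0 to 30 of the increased and from 0 to 47 of the decreased genes. The highest of each of these numbers was reached without 4X replicate 1, and all 16 genes called with 6 libraries were also called there. The log2 fold change of ACO1 ranged from 2.03 to 2.48, with an adjusted p under 0.05 only without 4X replicate 1 (2.27, adjusted p = 0.0190 from limma, in a range of 0.0190 to 0.260 over its alternatives other than array weights). R2 ranged from 0.976, without 4X replicate 1, to 0.984.

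With array weights, 2271 genes were called higher and 1988 lower, 70 and 27 of them at least 4-fold. The lists then gave 5 DMR genes, 5 ethylene, 4 ABA, 12 auxin and 3 cytokinin genes, and 94 increased and 68 decreased genes of the GO lists. ACO1 had a log2 fold change of 2.70 (adjusted p = 0.00335 from limma). With these weights the log2 fold change of HAV22A (VIT_03s0038g01650) was -0.0145 and that of GLIP2 -0.16, both reversed. With each library left out in turn, the log2 fold change of GLIP2 ranged from -0.12, without 4X replicate 1, to 0.69, that of HB from -0.17, without 4X replicate 3, to 0.69, and that of VIT_13s0067g02720 from -1.22 to 0.0903, without 2X replicate 3. In each of these 3 genes the direction reversed only without the named library, the one with the highest value.

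The counts of values that follow cover the single genes named other than ACO1 and CYP707A. They also hold the median of the run of genes on chromosome 16, which has no threshold. Under the alternatives other than leaving out a library, 265 of 276 values kept their direction and their side of the threshold. Of the others, 10 lost the call, 1 gained it and 0 reversed, with median scaling and quantile normalization included. With a library left out, 196 of 234 values kept their direction and side, 19 lost the call, 16 gained it and 3 reversed. Most of these values belong to genes not called with all 6 libraries, which have no call to lose. All calls lost, here and under the other alternatives, were those of VIT_15s0107g00120, VIT_16s0098g00860, VIT_13s0064g00240 and VIT_16s0013g00980. Each of these was called with all 6 libraries and lost its call in most fits that left out a library. With array weights 26 of 39 gained the call. CYP707A and the run of genes on chromosome 16 kept their direction, the numbers of genes not expressed and not called stayed within 1.5 times, and 0 chromosomes were called, under every alternative run for them.

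The difference between hypo-DMR genes and other genes had no value without a filter, since no other gene was called, or without any 2X library, for the same reason. Without 4X replicate 2 or 3 the median of the other genes was not finite, because those called were listed at 0 in 2X. It was 0.11 to 0.37 in the alternatives that gave a value. The log2 ratio of the hyper-DMR gene lay 0.40 above the median of the 51 other genes at least 4-fold lower, where 23 genes listed at 0 in 4X rank lowest. With libraries left out, this difference ranged from -1.28, without 4X replicate 1, to 0.60, and it was -0.0673 without 2X replicate 2, so it reversed without either of these. Without 4X replicate 2 or 3 that median was not finite. The tests of gene families were not run, since no table pairs the identifiers with descriptions. The FPKM table holds no counts, which leaves the precision of values below 1 FPKM unknown, and this limits the 6 DMR genes under that level.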

Differences from the paper's values

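Array weights, R2 between single libraries and the comparison of the hyper-DMR gene without 4X replicate 1 were chosen only after the result was seen. The paper reports 594 genes with increased and 572 with decreased expression in 4X, and 11 and 5 were called here. The tests differ, since the paper identified its genes with Cufflinks, which needs the reads and was not repeated, and limma was run here on FPKM. Of the alternatives set before the data were examined, leaving out 4X replicate 1 gave 569 decreased genes, which falls within 1.5 times the paper's 572, and 185 increased genes, which does not reach the paper's 594. Only the numbers are compared, since the paper's supplement does not list all of its called genes, so the match does not show that the same genes were called. None of the other alternatives came within 1.5 times of either number. With array weights, chosen after seeing the values, 2271 increased and 1988 decreased genes were called, above the paper's numbers.

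The paper's R2 between 2X and 4X is 0.969, and 0.984 was found across all genes. None of the alternatives set before the data were examined closed the gap, which on the log scale gave 0.959 to 0.984 and on untransformed FPKM 0.930. R2 between a single library of 2X and a single library of 4X ranged from 0.966 to 0.978, a range that holds the paper's value.

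The paper gives the changes of its hormone genes at P < 0.05, and its text does not state whether this is from RNA-Seq or from qPCR. It reports 10 ethylene response genes with increased expression, and 0 of the 9 with an identifier were called here, with 5 at an unadjusted p under 0.05. Leaving out 4X replicate 1 gave 1, ERFB-6, and none of the alternatives set before the data were examined closed the gap. For the ABA response genes and SnRK2 the paper reports 8 and 0 were called, with 4 at an unadjusted p under 0.05. The highest number among the same alternatives was 1, SnRK2, without 4X replicate 1. The paper reports 12 auxin genes with decreased expression, and 0 were called here, with 9 at an unadjusted p under 0.05. Without 4X replicate 1 there were 10, which closes the gap, and no other alternative set before the data were examined did. Array weights, chosen after seeing the values, called 5 ethylene, 4 ABA and 12 auxin genes, the last being the paper's number. Adjusted over each list alone, 4 ethylene, 2 ABA and 9 auxin genes passed.

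The paper reports 12 genes with gene-body DMRs that changed at least 4-fold with a significant difference, and 2 of the 12 were called here. Among the alternatives set before the data were examined, 5 were called without 4X replicate 1 and 3 with limma without a trend, and none closed the gap. Array weights, chosen after seeing the values, called 5. Adjusted over the list alone, 5 genes passed, and 10 when genes were tested without a filter. With all 6 libraries the ratios of mean FPKM of the 12 genes were within 1.5 times the paper's fold changes. With a library left out 4 genes left this range, namely VIT_13s0067g02720 with 1.75 without 2X replicate 3, VIT_14s0066g00060 with 0.0511 without 4X replicate 1, GLIP1 with 8.74 without 2X replicate 2, and VIT_18s0001g04280 with 9.97 and 75.7 without 2X replicates 1 and 2 and 5.75 without 4X replicate 3.

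The paper's text gives a 4-fold increase of ACO1, and the ratio of mean FPKM was 7.87, where the paper's own table has 7.85. None of the alternatives set before the data were examined brought this ratio within 1.5 times of 4, with ratios from 6.43 to 9.13. On the scale of log2(FPKM + 1) the log2 fold change was 2.26, smaller than the log2 ratio of 2.98, so the size of this gap depends on the scale. The qPCR value of the paper is about 2.1 in Fig. 5B, read by eye, against the ratio of 7.87, and no alternative closed this gap either. The paper counts ACO1 among its significant genes, and with all 6 libraries its adjusted p was 0.0573 from limma. It was under 0.05 without 4X replicate 1 (adjusted p = 0.0190, in a range of 0.00335 to 0.260 over its alternatives, from limma) and with array weights, chosen after seeing the values (0.00335, from limma).

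The paper states that CYP707A was significantly decreased at P < 0.05 in Fig. 5d, which looks like qPCR. The value there is about 0.74, read by eye, and the ratio of mean FPKM was 0.598, within 1.5 times of it. In the FPKM the log2 fold change of -0.67 had an unadjusted p of 0.0299 and an adjusted p of 0.288 from limma, and the latter was not under 0.05 in any alternative. It states significant changes of CKX5, HAT22 and CRF, which had unadjusted p of 0.0401, 0.00136 and 0.0141 and adjusted p of 0.319, 0.124 and 0.231 from limma. HAT22 and CRF were called without 4X replicate 1, and these 3 genes were called with array weights, chosen after seeing the values, and when adjusted over the list alone. The genes of the GO lists are counted as significant in the paper, whereas 4 increased and 0 decreased genes were called, with 84 and 54 at an unadjusted p under 0.05. Without 4X replicate 1 there were 30 and 47, and with array weights, chosen after seeing the values, 94 and 68.

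In the paper hypo-DMR genes had larger fold changes than other strongly increased genes. The difference of the median log2 ratios was 0.37 here (exact Mann-Whitney test, p = 0.792). Only the other genes had to reach a mean of 1 FPKM, so the groups are not matched and this test does not decide the order. For decreased genes the paper gives larger changes with a hyper-DMR. The single gene with only a hyper-DMR had a log2 ratio of -2.47, and the other strongly decreased genes outside the table had a median of -2.87. Without 4X replicate 1 these were -4.29 and -3.01, in the paper's direction. Both medians also count genes listed at 0 in 4X as lowest, so the data do not settle this order.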

Other observations

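The tests of a mislabelled sample, of a mixture, of depth, of copy loss and of chromosome gain, and the splits for the number of called genes and for the chromosome medians, were chosen only after the result was seen.

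4X replicate 1 differed from the other 4X libraries. Leaving it out raised the number of genes called by limma from 16 to 754, and array weights, chosen after seeing the data, gave it the lowest weight of the 6 libraries, 0.306. The other weights were 1.99, 1.17 and 0.423 for 2X replicates 1, 2 and 3 and 0.648 and 5.11 for 4X replicates 2 and 3, so 84.3% of the weight of 4X lay on replicate 3. For 179 genes lower in 4X replicates 2 and 3 than in 2X, it was higher than the mean of these libraries by a median of 1.50 on the log2 scale. Its changes from 2X correlated across genes with those of 4X replicate 2 at -0.0543 to 0.0967 and of 4X replicate 3 at 0.0236 to 0.219, when each was taken against a different 2X library. For 4X replicates 2 and 3 the same correlation was 0.326 to 0.521. A 2X library under a 4X label would lie near 0 between 2X and 4X also for the raised genes, but its median place there was 0.788 (95% bootstrap interval 0.431 to 0.901). RNA of 2X mixed into the library would move raised and lowered genes alike, and a simulated mixture gave 0.517 and 0.538. The place of 4X replicate 1 was higher by 0.592 for raised than for lowered genes, and their intervals did not overlap. The other 5 libraries had differences too, but in the other direction, from -0.443 in 4X replicate 2 (0.618 and 1.06) to -0.0471 in 2X replicate 1, with -0.222 in 4X replicate 3 (0.854 and 1.08). For these 5 libraries 4X replicate 1 helped to choose the genes and to set the mean of 4X, so their differences are not an independent reference. The separate intervals of raised and lowered genes in 4X replicate 1 argue against a mixture as the whole cause. A share of 2X RNA beside another difference stays open. A lower depth is argued against by the mapped pairs, 1.03 times those of 2X replicate 1. A scaling factor of the whole library would move all genes, but the median difference over the genes tested was -0.0288. A difference between the vines or in the stage of the pooled buds stays open, and no label allows a test of it.

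The number of called genes was compared over the 10 splits of the 6 libraries into groups of 3, and 2 of the 10 gave as many, the real split with 16 and the split of 2X replicates 1 and 2 and 4X replicate 1 from the others with 19. With array weights, chosen after seeing the data, the numbers of these splits were 4259 and 2222. For called genes with at least a 4-fold change, 9 in number, 1 of the 10 splits gave as many, the real one. The same held for the 2 DMR genes called, for the 21 hormone genes at an unadjusted p under 0.05 and for the 4 genes of the GO lists called, where again 1 of the 10 splits, the real one, gave as many. The study chose the DMR table and the GO lists on the real split, and it may have chosen the hormone genes on it as well. With 10 splits the share cannot fall under 0.1, which keeps a chance arrangement of the libraries open for each of these results.

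On chromosome 16 neighbouring genes around VIT_16s0013g00980 were lower in 4X together, a run chosen after the values were seen. Of 15617 windows of 10 neighbouring genes tested, ordered by their identifiers, the lowest median log2 fold change was -2.38, and the next block of identifiers reached -1.30. The run spans 13 tested genes, of which 11 were lower by more than 1 on the log2 scale, with a median of -2.26 and a range from -2.98 to -1.27. Of these 11, which were picked for their decrease, 2 were called by limma. The median difference from 2X was -1.53, -2.86 and -2.60 in 4X replicates 1, 2 and 3, and the median of the run ranged from -2.77 to -1.97 with each library left out. In 2 of the 10 splits of the libraries a window had a median as far from 0. Loss of copies of the whole segment would lower each of its genes, by -0.42 for 1 of 4 copies. The 11 genes fell further, and a loss large enough for them would lower every gene of the segment as far. The 2 genes that lie between the others by their identifiers had log2 fold changes of 0.0662 and 0.22 with a standard error of up to 0.32. This argues against such a large loss as the whole cause. With this standard error, loss of 1 copy beside another cause stays open. A local change of expression or of single gene copies in 4X, and reads shared between related neighbours, stay open and were not tested.

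Gain or loss of a whole chromosome in 4X would shift its median log2 fold change by 0.32 or -0.42. The medians of the 19 chromosomes lay between -0.00174 and 0.0248, the largest being that of chromosome 18, far from either value. In 4 of the 10 splits of the libraries a chromosome had a median as far from 0. By camera 0 chromosomes had an adjusted p under 0.05, and 0 an unadjusted p under 0.05, the smallest being 0.442. With an estimated correlation the smallest p was 0.218. By fry chromosomes 8, 10 and 16 had an unadjusted p under 0.05, and the smallest adjusted p was 0.119. FPKM is relative to each library, so a change shared by all genes after the doubling of the genome would not be seen.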
